# Redistribution of H3K27me3 upon DNA hypomethylation results in de-repression of Polycomb target genes

**DOI:** 10.1186/gb-2013-14-3-r25

**Published:** 2013-03-25

**Authors:** James P Reddington, Sara M Perricone, Colm E Nestor, Judith Reichmann, Neil A Youngson, Masako Suzuki, Diana Reinhardt, Donncha S Dunican, James G Prendergast, Heidi Mjoseng, Bernard H Ramsahoye, Emma Whitelaw, John M Greally, Ian R Adams, Wendy A Bickmore, Richard R Meehan

**Keywords:** DNA methylation, H3K27me3, Polycomb, PRC2, regulation of transcription

## Abstract

**Background:**

DNA methylation and the Polycomb repression system are epigenetic mechanisms that play important roles in maintaining transcriptional repression. Recent evidence suggests that DNA methylation can attenuate the binding of Polycomb protein components to chromatin and thus plays a role in determining their genomic targeting. However, whether this role of DNA methylation is important in the context of transcriptional regulation is unclear.

**Results:**

By genome-wide mapping of the Polycomb Repressive Complex 2-signature histone mark, H3K27me3, in severely DNA hypomethylated mouse somatic cells, we show that hypomethylation leads to widespread H3K27me3 redistribution, in a manner that reflects the local DNA methylation status in wild-type cells. Unexpectedly, we observe striking loss of H3K27me3 and Polycomb Repressive Complex 2 from Polycomb target gene promoters in DNA hypomethylated cells, including *Hox *gene clusters. Importantly, we show that many of these genes become ectopically expressed in DNA hypomethylated cells, consistent with loss of Polycomb-mediated repression.

**Conclusions:**

An intact DNA methylome is required for appropriate Polycomb-mediated gene repression by constraining Polycomb Repressive Complex 2 targeting. These observations identify a previously unappreciated role for DNA methylation in gene regulation and therefore influence our understanding of how this epigenetic mechanism contributes to normal development and disease.

## Background

Epigenetic mechanisms, such as DNA methylation and the Polycomb repressor system, play key roles in maintaining transcriptional states that are initially established by transcription factor networks [1,2]. A major challenge of molecular biology is to understand how epigenetic mechanisms contribute to the precise temporal and spatial patterns of gene expression that are required for multicellular life, and how the malfunction of these mechanisms contributes to human disease.

DNA methylation involves the addition of a methyl group to position 5 of the pyrimidine ring of the cytosine base, a reaction catalyzed by a family of DNA methyltransferase enzymes [1]. In mammals, DNA methylation occurs predominantly in the sequence context of 5′-CG-3′ (CpG) [3,4]. Vertebrates possess a so-called global methylome, as in most tissues, the majority of cytosines in the CpG context are found in the methylated state (5mCpG) [3,5]. The high level of CpG methylation found in the bulk genome is punctuated by short stretches of CpG- and GC-rich sequences, known as CpG islands, that are normally infrequently methylated and are associated with a large proportion of gene promoters [1,3,6]. Despite this general bimodality, DNA methylation patterns are variable between cells of different tissues, and dynamic during cell differentiation, a feature thought to contribute to the maintenance of a cell's transcriptional state [3-5,7]. At gene promoters that contain sufficient CpG density, abundant 5mCpG is associated with transcriptional repression [8]. This canonical regulatory role for DNA methylation contributes to the monoallelic repression of imprinted genes [9], the stable repression of large regions of the inactive X-chromosome in female cells [10], and the tissue-specific repression of a relatively small number of single copy genes [11,12]. For example, promoter DNA methylation is utilized in somatic cells to maintain repression of genes that are expressed in the germline [13-15]. DNA methylation is able to contribute to the maintenance of transcription states over time and cell divisions through two main properties. Firstly, patterns of 5mCpG are copied to the nascent strand during replication of DNA in a process requiring the maintenance DNA methyltransferase, Dnmt1 [1]. This property means that patterns of 5mCpG are stable over cell division. Secondly, CpG and 5mCpG are differentially bound by various DNA- and/or chromatin-binding proteins, many of which have key roles in transcriptional regulation [1,16]. Several of these proteins are either directly or indirectly involved in further chromatin modification, leading to the idea that DNA methylation acts as a template to direct the establishment or reinforcement of chromatin states. For example, 5mCpG is specifically recognized by methyl-CpG-binding proteins, a number of which are associated with histone deacetylases and other histone-modifying enzymes [1,17,18]. By contrast, unmodified CpG is recognized by proteins such as the histone lysine demethylase Kdm2a, and Cfp1, a protein that recruits a Setd1 H3K4 methyltransferase complex [19,20]. Despite advances in this area, our understanding of how DNA methylation contributes to chromatin states, and how these states influence gene regulation, is far from complete.

Polycomb group proteins form multi-protein chromatin-associated complexes that act as repressors of thousands of genes, many of which have key functions in embryonic development and cell-fate decisions [21-24]. The Polycomb Repressor Complex 2 (PRC2) modifies chromatin structure by depositing tri-methylation of lysine 27 on histone H3 (H3K27me3) via its catalytic Ezh2/Ezh1 subunit [2,25]. The H3K27me3 mark is therefore considered a hallmark of PRC2-mediated repression [2]. Like DNA methylation, H3K27me3 is propagated through cell divisions, a process mediated by the ability of the PRC2 complex to bind to H3K27me3 [26,27]. Evidence suggests that H3K27me3 and PRC2 lead to transcriptional silencing in multiple ways, including the recruitment of a subset of Polycomb Repressor Complex 1 (PRC1) protein complexes that recognize the H3K27me3 mark and induce chromatin compaction [2,28,29].

In the last few years it has emerged that considerable cross-talk exists between the DNA methylation and Polycomb repression systems, demonstrating that these two epigenetic mechanisms are intimately linked. Multiple lines of evidence suggest that DNA methylation is a negative modulator of PRC2-chromatin interactions. Firstly, methylation-free CpG islands have been linked to the recruitment of the PRC2 complex [30-32]. Secondly, epigenome mapping studies have found a negative correlation between DNA methylation and H3K27me3 patterns in normal [3,5,7,33] and cancer [34,35] tissues, implying exclusivity of the two marks in mammalian genomes. A similar observation has been made in plant tissues, implying deep conservation of this relationship [36]. It should be noted that, in mammals, a negative correlation between DNA methylation and H3K27me3 is restricted to relatively CpG-rich regions of the genome, whereas the two marks co-occupy many CpG-poor regions [37,38]. The idea of exclusivity is supported by *in vitro *experiments demonstrating that PRC2 shows attenuated binding and/or activity on DNA methylated chromatin, suggesting that 5mC directly influences PRC2-chromatin interactions [39,40]. Importantly, when DNA methylation patterns are experimentally perturbed, H3K27me3 patterns are altered [32,33,37,39]. For example, in mouse embryonic stem cells that are hypomethylated due to lack of DNA methyltransferases, new domains of H3K27me3 form at genomic regions that are normally highly DNA methylated in wild-type cells [22,32]. Also, in hypomethylated mouse embryonic stem cells, H3K27me3 is reduced at regions where it is normally abundant in wild-type cells [37].

Collectively, these studies have demonstrated that DNA methylation plays a role in ensuring correct genomic targeting of the PRC2 complex and hence the distribution of the H3K27me3 mark on chromatin. However, it is unknown if this function of DNA methylation is important in the context of transcriptional regulation. We reasoned that perturbations in DNA methylation may lead to altered patterns of transcription due to redistribution of the repressive activity of the PRC2 complex and the H3K27me3 mark. To test this hypothesis, we generated genome-wide profiles of H3K27me3, gene expression and DNA methylation in severely DNA hypomethylated mouse somatic cells. Our results uncover an unexpected relationship between DNA methylation and transcriptional repression by Polycomb. We suggest that, through facilitating correct PRC2-targeting, an intact DNA methylome is required for appropriate Polycomb-mediated gene repression.

## Results

### Mapping epigenetic marks in severely DNA hypomethylated *Dnmt1^-/- ^*mouse somatic cells

As a first step to investigate the interplay between DNA methylation and PRC2 in the context of gene regulation, we generated maps of DNA methylation, H3K4me3 and the PRC2-signature H3K27me3 histone mark in cells where DNA methylation is strongly reduced. We utilized a previously developed genetic system to induce DNA hypomethylation, using mouse embryonic fibroblasts (MEFs) that are homozygous for a hypomorphic allele of *Dnmt1 *(*Dnmt1^n/n^*), the gene encoding the major maintenance DNA methyltransferase [12,41]. In addition to a *Dnmt1 *mutation, these cells are homozygous null for *trp53*, encoding the p53 protein, and are therefore compared to *trp53^-/- ^*cells as control (herein referred to as *Dnmt1^+/+ ^*and *Dnmt1^-/- ^*MEFs for simplicity) [12]. The advantage of this system is that *Dnmt1^-/- ^*MEFs are severely hypomethylated yet viable in culture [12]. We quantified global levels of the 5mC base by performing high performance liquid chromatography (HPLC) (Figure 1A). This assay confirmed that *Dnmt1^-/- ^*MEFs are severely hypomethylated at the global level, possessing <20% residual 5mC compared to controls (Figure 1A; *P *<0.001 by t-test). We generated single-nucleotide resolution maps of DNA methylation from *Dnmt1^+/+ ^*and *Dnmt1^-/- ^*MEFs by extended-coverage reduced-representation bisulfite sequencing (RRBS) (see Materials and methods). Using this method we quantified the methylation level of >1.7 million CpGs that had a sequencing depth of at least 10 reads in each condition (the median depth was >26 reads among these CpGs in each condition). In *Dnmt1^+/+ ^*MEFs, the expected bimodal distribution of CpG methylation was observed, with most CpGs having either very high or very low levels of DNA methylation (Figure 1B). In *Dnmt1^-/- ^*MEFs, CpG methylation was strongly reduced consistent with widespread hypomethylation (Figure 1B).

**Figure 1:**
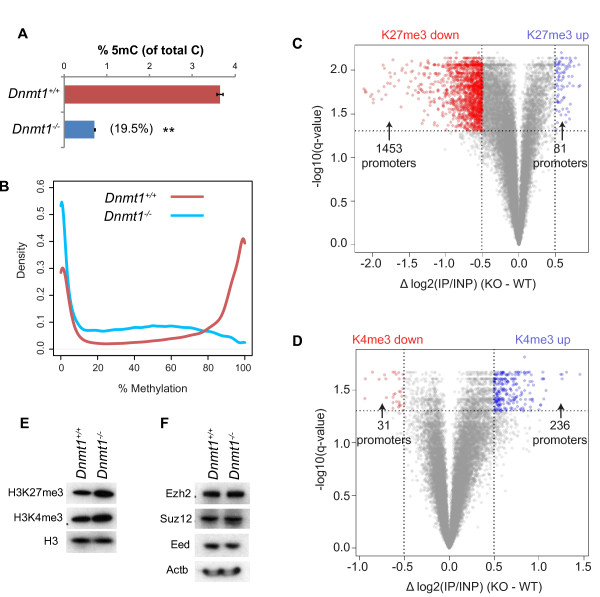
**H3K27me3 and H3K4me3 mapping at gene promoters in DNA hypomethylated somatic cells**. **(A) **Global quantification of the 5 mC base by HPLC. Values are 5 mC as a percentage of total C in *Dnmt1^+/+ ^*and *Dnmt1^-/- ^*MEFs. Error bars represent standard error of the mean. **P <0.001 by t-test. **(B) **Density plots showing CpG methylation levels in *Dnmt1^+/+ ^*and *Dnmt1^-/- ^*MEFs as measured by RRBS. **(C, D) **Volcano plots of all promoter H3K27me3 (C) and H3K4me3 (D) ChIP data measured by promoter microarray (ChIP-chip). Difference in normalized average promoter values between *Dnmt1^+/+ ^*and *Dnmt1^-/- ^*MEFs (Δlog2(IP/INP)) is plotted against q-value (*P*-value (two-tailed t-test) corrected for multiple testing by Benjamini-Hochberg method). Promoters that have a difference of <-0.5 or >0.5 and a q-value <0.05 are defined as significantly different. Red points indicate promoters with reduced H3K27me3/H3K4me3 in *Dnmt1^-/- ^*MEFs (H3K27me3/H3K4me3 down) and blue indicate promoters with increased H3K27me3/H3K4me3 in *Dnmt1^-/- ^*MEFs (H3K27me3/H3K4me3 up). **(E, F) **Western blot for histone modifications (E) and core PRC2 components (F) in *Dnmt1^+/+ ^*and *Dnmt1^-/- ^*MEFs. mC, methyl-cytosine. KO, knock-out, *Dnmt1^-/- ^*MEFs. WT, wild-type, *Dnmt1^+/+ ^*MEFs.

We next examined the effect of DNA hypomethylation on H3K27me3 and H3K4me3 patterns at gene promoter regions. We initially used native chromatin-immunoprecipitation (ChIP) [28,42] coupled to a microarray that represents over 24,000 RefSeq gene promoters (ChIP-chip approach). We validated the accuracy of this approach using real-time quantitative PCR (ChIP-qPCR) for nine selected promoter regions (Figure S1 in Additional file 1). Enrichments using these two methods were highly similar (H3K27me3, R^2 ^= 0.826, *P *<0.001; H3K4me3, R^2 ^= 0.876, *P *<0.001). Using the ChIP-chip data, we identified promoters that were differentially marked by either histone modification in hypomethylated cells by selecting those where the q-value (t-test *P*-value corrected for multiple testing by the Benjamini-Hochberg method [43]) was less than 0.05 and the difference between the mean promoter enrichment (expressed as the log2 ratio of immunoprecipitate (IP) signal to input (INP) signal - log2(IP/INP)) across conditions was greater than 0.5 in either direction (Figure 1C,D). We observed a large number of promoters that showed differential H3K27me3 or H3K4me3 in hypomethylated cells, consistent with the notion that DNA methylation is an important modulator of these histone marks. The data for all analyzed promoter regions is supplied as a supplementary file (Additional file 2). Surprisingly, we observed 1,453 promoter regions with significantly lower H3K27me3 in *Dnmt1^-/- ^*compared to *Dnmt1^+/+ ^*MEFs ('H3K27me3 down' promoters) (Figure 1C). We observed that 81 promoters showed the opposite trend, with increased H3K27me3 in *Dnmt1^-/- ^*MEFs ('H3K27me3 up' promoters) (Figure 1C). For H3K4me3, 236 promoters were found to have increased enrichment in *Dnmt1^-/- ^*MEFs ('H3K4me3 up' promoters) whereas 31 showed lower enrichment ('H3K4me3 down' promoters) (Figure 1D). Importantly, immunoblotting showed that there was no global decrease in the H3K27me3 mark or the protein levels of the core PRC2 subunits in hypomethylated cells, suggesting that the observed changes in H3K27me3 distribution were not due to loss of PRC2 function in these cells (Figure 1E,F). In fact, the global levels of H3K27me3 and H3K4me3 appeared to be increased in *Dnmt1^-/- ^*relative to *Dnmt1^+/+ ^*MEFs, consistent with DNA methylation having an inhibitory effect on the deposition of these histone marks [19,39].

Because we observed a large number of promoters that lose H3K27me3 in *Dnmt1^-/- ^*MEFs (Figure 1C), only a small number of promoters that gain this mark (Figure 1C), and no decrease in global H3K27me3 (Figure 1E), we hypothesized that H3K27me3 increases at regions outside of gene promoters in hypomethylated cells. Indeed, it has recently been observed that, in embryonic stem (ES) cells deficient for DNA methyltransferases, increased H3K27me3 occurs over large domains [32,37]. To address this possibility, we mapped the H3K27me3 and H3K4me3 histone marks genome-wide using ChIP followed by massively parallel sequencing (ChIP-seq) from *Dnmt1^+/+ ^*and *Dnmt1^-/- ^*MEFs. This assay replicated the changes observed at promoters by ChIP-chip, and in addition identified regions that showed differential enrichment for H3K27me3 between *Dnmt1^-/- ^*and *Dnmt1^+/+ ^*MEFs in a genome-wide manner (see Materials and methods). We observed increased H3K27me3 in hypomethylated cells at many regions outside of gene promoters, consistent with our prediction. Genomic regions found to differ in H3K27me3 between the two cell lines are provided as a supplementary file (100 kb genomic windows: Additional file 3; 1 kb genomic windows: Additional file 4). Two intergenic regions are shown in Figure S2 in Additional file 1, where increased H3K27me3 was observed over large domains in *Dnmt1^-/- ^*MEFs compared to low enrichments in *Dnmt1^+/+ ^*MEFs. We used ChIP-qPCR to confirm the observed increased H3K27me3 at these regions in *Dnmt1^-/- ^*MEFs (Figure S2C in Additional file 1).

As DNA methylation is thought to have a negative effect on the binding or activity of the PRC2 complex on chromatin [39,40], we reasoned that if the observed changes in H3K27me3 occupancy in DNA hypomethylated somatic cells are directly caused by changes in DNA methylation, then they should reflect local DNA methylation levels. For example, H3K27me3 up regions would be expected to be highly DNA methylated in *Dnmt1^+/+ ^*cells, where DNA methylation inhibits H3K27me3 deposition, and hypomethylated in *Dnmt1^+/+ ^*cells, where H3K27me3 is increased. Conversely, H3K27me3 down regions may be associated with low levels of DNA methylation in *Dnmt1^+/+ ^*cells where they are enriched for H3K27me3. We tested this hypothesis by examining DNA methylation levels in RRBS data of CpGs within regions that showed increased or decreased H3K27me3 in DNA hypomethylated cells by ChIP-seq. In *Dnmt1^+/+ ^*MEFs, all CpGs showed the expected bimodal distribution of DNA methylation levels (Figure 2A upper). CpGs within H3K27me3 down regions had low levels of methylation, whereas CpGs within H3K27me3 up regions had high levels of DNA methylation (Figure 2A upper). In *Dnmt1^-/- ^*cells, the DNA methylation level of CpGs in all of these categories was decreased (Figure 2A lower). The same associations between H3K27me3 changes and DNA methylation levels in *Dnmt1^+/+ ^*MEFs were observed when DNA methylation was mapped using an independent method, *HpaII *tiny fragment enrichment by ligation-mediated PCR (HELP) followed by tag sequencing (HELP-tag-seq) (Figure S3 in Additional file 1). We performed bisulfite sequencing of selected H3K27me3 down and up regions to confirm that they were associated with low and high levels of DNA methylation, respectively, in wild-type cells (Figure 2B).

**Figure 2:**
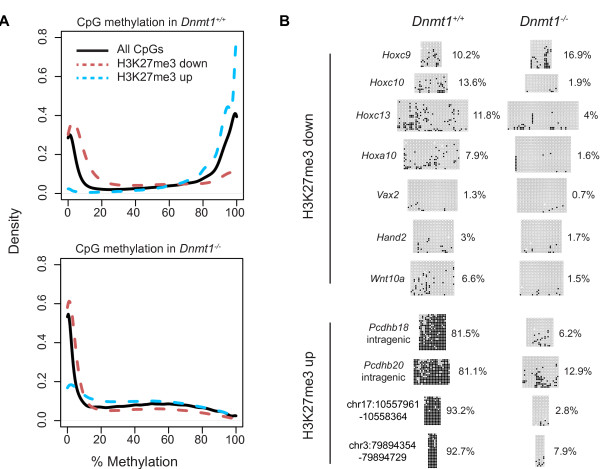
**H3K27me3 redistribution in hypomethylated cells is associated with DNA methylation pattern. (A) **Density plots showing the methylation of CpGs in *Dnmt1^+/+ ^*(upper) and *Dnmt1^-/- ^*(lower) MEFs. The methylation is plotted for all CpGs, CpGs within H3K27me3 down regions and H3K27me3 up regions defined by ChIP-seq. **(B) **Bisulfite sequencing of selected H3K27me3 down and H3K27me3 up regions in *Dnmt1^+/+ ^*and *Dnmt1^-/- ^*MEFs. Filled circles (black) represent 5mCpG and open circles represent CpG. Gaps indicate inconclusive base calling at a CpG site. The overall amount of 5mCpG as a percentage of total CpG in each amplicon is shown adjacent to each image. H3K27me3 down regions represent proximal promoter regions while H3K27me3 up regions represent intragenic or intergenic regions.

These observations support the notion that DNA methylation is an important modulator of H3K27me3 patterns, and demonstrate that severe DNA hypomethylation leads to altered distribution of H3K27me3 in mouse somatic cells, suggesting that this is not an exclusive feature of hypomethylated mouse ES cells. Importantly, this map of H3K27me3 changes in DNA hypomethylated cells could be used as a starting point to investigate the interplay between DNA methylation and PRC2 in the context of transcriptional regulation.

### An intact DNA methylome is required for efficient binding of PRC2 to its normal target gene promoters including *Homeobox *gene clusters

The most surprising facet of H3K27me3 redistribution in hypomethylated somatic cells was that this mark was lost from a large number of gene promoters (Figure 1C). We reasoned that, due to increased binding of the PRC2 complex to numerous newly uncovered sites within a hypomethylated genome, the complex may be diluted from its normal targets. We looked for a relationship between promoter H3K27me3 enrichment in *Dnmt1^+/+ ^*MEFs and H3K27me3 difference between *Dnmt1^+/+ ^*and *Dnmt1^-/- ^*MEFs, and found that they were negatively correlated (Figure 3A; R^2 ^= 0.487, *P *<10^-15^). Thus, promoters that represented normal Polycomb targets in *Dnmt1^+/+ ^*MEFs lost H3K27me3 in *Dnmt1^-/- ^*MEFs. For example, most promoters from the four *Hox *gene clusters, classic Polycomb target genes, exhibited striking loss of H3K27me3 upon hypomethylation (Figure 3A, red points). We performed a pile-up of sequence reads from ChIP-seq at genes that were highly marked by H3K27me3 in *Dnmt1^+/+ ^*MEFs (the top 10% of genes measured by ChIP-chip, Figure 3B). As expected, these genes showed enrichment for H3K27me3 reads in *Dnmt1^+/+ ^*MEFs, particularly in their upstream regions. In *Dnmt1^-/- ^*MEFs, the H3K27me3 profile was lower across the whole region analyzed, consistent with loss of PRC2 function at its normal target genes in *Dnmt1^-/- ^*MEFs (Figure 3B). We tested for enrichment in Gene Ontology terms among H3K27me3 down genes and found that they were highly enriched for functions in cell development, embryonic development and cell-fate commitment, reflecting terms that have previously been associated with Polycomb target genes (Figure 3C) [22-24,44]. Indeed, when H3K27me3 target genes were used as a background for Gene Ontology enrichment analysis of H3K27me3 down genes, no significant terms were found. Together, these results suggest that, in hypomethylated cells, H3K27me3 is not lost from a specific set of Polycomb target genes but rather it is generally decreased at its normal target promoters, consistent with a 'dilution' hypothesis.

**Figure 3:**
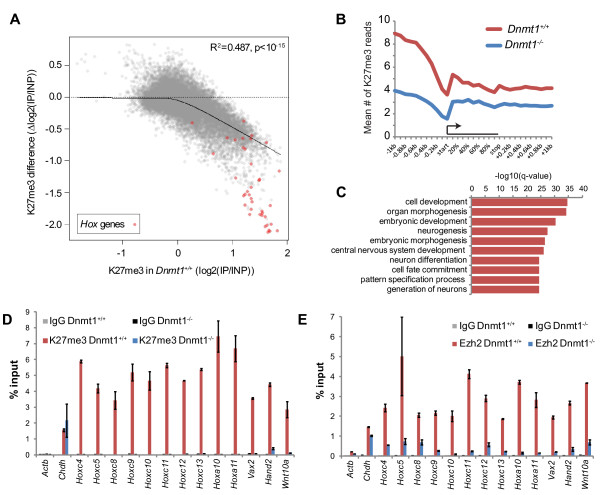
**H3K27me3 is lost from Polycomb target gene promoters in DNA hypomethylated somatic cells**. **(A) **Scatter plot showing the relationship between H3K27me3 enrichment in *Dnmt1^+/+ ^*MEFs (x-axis) and the difference in H3K27me3 enrichments between *Dnmt1^+/+ ^*and *Dnmt1^-/- ^*MEFs (y-axis) at all promoter regions by ChIP-chip. A llocally weighted scatterplot smoothing line (black) is plotted. The R^2 ^value (Pearson's) is shown alongside the *P*-value from a Pearson's correlation test. *Hox *gene promoters are plotted as red points. **(B) **H3K27me3 ChIP-seq data for regions surrounding Polycomb target genes. Polycomb target genes were defined as the top 10% of gene promoters as ranked by H3K27me3 enrichment (by ChIP-chip) in *Dnmt1^+/+ ^*MEFs. **(C) **Top 10 Gene Ontology terms (Biological Process) found to be significantly enriched among H3K27me3 down genes using all genes covered on the microarray as background. The q-value for enrichment of each term is plotted as -log10(q-value). **(D, E) **ChIP-qPCR for H3K27me3 (D) and Ezh2 (E) in *Dnmt1^+/+ ^*and *Dnmt1^-/- ^*MEFs using primers for the promoters of the indicated genes. Enrichment for each immunoprecipitation (IP) is expressed as percentage of DNA in input. Non-specific IgG IP and the *Actb *promoter are shown as negative controls and the *Chdh *promoter is shown as a positive control. Error bars indicate ± standard error of the mean of two experiments.

We performed ChIP-qPCR using primers designed for the promoter regions of selected H3K27me3 down genes, including *Hox *genes, to validate the H3K27me3 loss in *Dnmt1^-/- ^*MEFs that was observed by ChIP-chip. The *Actb *(negative) and *Chdh *(positive) promoters were included as controls for the assay. All of the selected H3K27me3 down promoters showed striking loss of H3K27me3 enrichment in *Dnmt1^-/- ^*MEFs, down to levels comparable to the negative control *Actb *promoter and non-specific immunoglobulin G (IgG) immunoprecipitation (Figure 3D). Of note, several adjacent *HoxC *genes were found to have lost H3K27me3 enrichment in *Dnmt1^-/- ^*MEFs (Figure 3D). To determine whether H3K27me3 loss in *Dnmt1^-/- ^*MEFs was concomitant with loss of PRC2 binding to these gene promoters, we performed cross-linked ChIP for the PRC2 histone methyltransferase Ezh2 (Figure 3E). A marked reduction of Ezh2 binding at these gene promoters was observed in *Dnmt1^-/- ^*MEFs, consistent with loss of PRC2 binding (Figure 3E).

### De-repression of Polycomb target genes upon genome-wide loss of DNA methylation

As PRC2 and its associated histone methyltransferase activity are known to have key roles in transcriptional repression, we next asked if loss of H3K27me3 and PRC2 binding in *Dnmt1^-/- ^*MEFs is associated with ectopic gene expression. 

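Messenger RNA was sequenced from 1 library of Dnmt1+/+ MEFs and 1 library of Dnmt1-/- MEFs, which are mouse embryonic fibroblasts. The paper describes the cells it calls Dnmt1-/- as homozygous for a hypomorphic allele of Dnmt1, which encodes the maintenance DNA methyltransferase. Both cell lines are also null for the gene encoding p53. The libraries were strand-specific and were read as 50 bp single-end reads. The paper's Table S2 gives 56211625 mapped reads for Dnmt1+/+ and 60072435 for Dnmt1-/- MEFs. The authors mapped the reads to the mm9 genome with Tophat, assembled transcripts with Cufflinks and measured abundance with Cuffdiff. They deposited an RPKM value (the reads on a transcript scaled by its length and by the number of mapped reads) for each library and each entry, with the status Cuffdiff gave the entry. Changes between the libraries were computed from these RPKM values on the log2(RPKM + 0.1) scale, which understates the change of genes with low RPKM. Genes were kept if their status was OK, they had a gene symbol, and their RPKM was at least 1 in one library or the other, which left 11244 genes. The RPKM values carry no read counts, so no counting error is given for a single gene. With 1 library per genotype no difference has a replicate check, and no p-value is given for a gene or a list of genes. The median log2 change of the 11244 genes from Dnmt1+/+ to Dnmt1-/- was -0.14, so changes of single genes are to be read relative to this shift. None of 22 ubiquitously expressed genes examined was listed at 0 in either library. Dnmt1 itself lies on chromosome 9 of mm9, from 20711650 to 20757317 on the minus strand. Its RPKM was 65.2 in Dnmt1+/+ and 14.5 in Dnmt1-/- MEFs, a log2 change of -2.16.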

We generated transcriptome profiles of *Dnmt1^+/+ ^*and *Dnmt1^-/- ^*MEFs using strand-specific mRNA-seq and gene expression microarrays. Using these methods, *Dnmt1^-/- ^*MEFs showed the expected de-repression of genes known to rely on DNA methylation for repression, such as imprinted genes (data not shown). 

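Among 51 imprinted genes listed before the data were examined, 48 entries were found in the deposited table and 28 passed the filters. Of these 28 entries, 5 were more than 2-fold higher and 11 more than 2-fold lower in Dnmt1-/- MEFs. Counting was by entry, and Peg3 recurs among the 11. The list was not limited to genes that DNA methylation represses. H19 was listed at 0 in Dnmt1+/+ and had an RPKM of 24.4 in Dnmt1-/- MEFs. Gatm was also listed at 0 in Dnmt1+/+ and had an RPKM of 15.9 in Dnmt1-/-. Ndn rose from 0.423 to 11.4 RPKM, Sgce from 11.6 to 51.9, and Asb4 from 0.109 to 1.37. In the other direction, Igf2 fell from 18.5 to 0.0544 RPKM, Igf2r from 34.6 to 0.450, Grb10 from 102.7 to 0.0907 and Slc38a4 from 58.1 to 0.195. Mest, at 14.4 RPKM in Dnmt1+/+ and 14.7 in Dnmt1-/-, and Impact, at 28.3 and 34.3, stayed within 2-fold. The number changed more than 2-fold in either direction, 16 here, was 22 of 40 entries without the filter on low RPKM, the setting that moved it most, with 9 higher and 13 lower.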

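Actb, on the minus strand of chromosome 5 from 143664794 to 143668433, had an RPKM of 1759 in Dnmt1+/+ and 3779 in Dnmt1-/- MEFs. It was thus highly expressed in both libraries, and its RPKM was 2.15-fold higher in Dnmt1-/-, a log2 change of 1.10. Among the 22 ubiquitously expressed genes, none was more than 2-fold higher and 1, Psma1, was more than 2-fold lower. Their median log2 change was -0.27.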

The *Actb *locus is shown in Figure 4A as a control as it was expected to be positive for H3K4me3 and expressed in both conditions and negative for H3K27me3. We first examined *Hox *gene clusters as they represent classic Polycomb target genes, are known to require PRC2 and/or H3K27me3 for their normal regulation [22,24], and were identified in our ChIP-chip as showing loss of H3K27me3 in *Dnmt1^-/- ^*MEFs. In *Dnmt1^+/+ ^*MEFs, the *HoxC *cluster was covered by a large block of H3K27me3, as previously reported for MEFs [45], whereas, strikingly, this block was absent in *Dnmt1^-/- ^*MEFs (Figure 4B). 

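The HoxC genes lie on the plus strand of chromosome 15, from Hoxc13 at 102751534 to Hoxc4, which ends at 102867274. In the Dnmt1+/+ library, Hoxc8 had the highest RPKM of the cluster, 1.41, followed by Hoxc10 at 1.11, Hoxc6 at 0.822 and Hoxc9 at 0.705. Hoxc5 was at 0.156 and Hoxc4 at 0.133 RPKM. At the other end of the cluster Hoxc11 and Hoxc13 were listed at 0, and Hoxc12 was at 0.00895 RPKM.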

In *Dnmt1^+/+ ^*MEFs, RNA was detected on the sense strand in the region from *Hoxc4 *to *Hoxc10 *genes, whereas the *Hoxc11 *to *Hoxc13 *genes were silent (Figure 4B). 

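In the Dnmt1-/- library, all 9 HoxC genes had an RPKM above 0. The highest was Hoxc10 at 21.0 RPKM, and the lowest was Hoxc5 at 0.393. Hoxc11 was at 7.03, Hoxc13 at 5.75 and Hoxc12 at 4.42 RPKM. Of the 7 HoxC genes that reached 1 RPKM in one library or the other, 5 were more than 2-fold higher than in Dnmt1+/+, namely Hoxc9, Hoxc10, Hoxc11, Hoxc12 and Hoxc13. Hoxc6, at 1.61 RPKM, became the sixth when the median change of all genes was subtracted. Hoxc4 rose to 0.650 RPKM but stayed under the minimum of 1 RPKM, and it is counted as higher where no filter on low RPKM is set. Hoxc8 was the one HoxC gene with a lower value, 0.680 RPKM, a log2 change of -0.96. As similar changes were seen at Hox clusters when Polycomb components are mutated, the paper proposes that the genes are mis-regulated because Polycomb-mediated repression is lost.

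**Figure D1:**
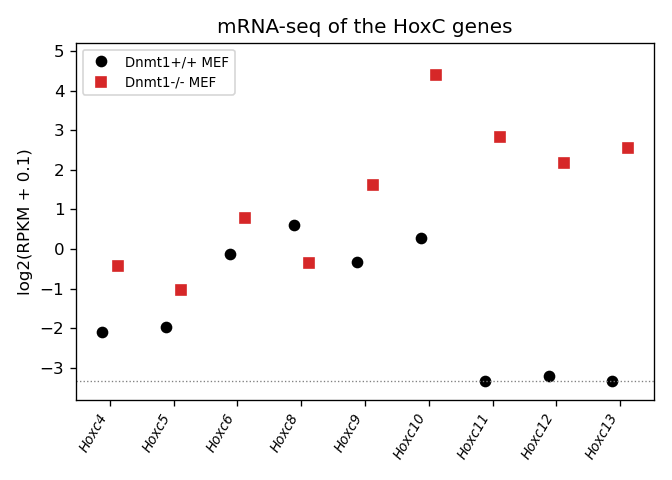
RPKM of each HoxC gene in the Dnmt1+/+ (black circles) and Dnmt1-/- (red squares) libraries, on a log2(RPKM + 0.1) axis, 1 library per genotype. The dotted line marks an RPKM of 0. Hoxc10 to Hoxc13 show the widest gaps between the libraries, and Hoxc8 is the one gene that is lower in Dnmt1-/-.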

In *Dnmt1^-/- ^*MEFs, concomitant with the loss of H3K27me3, RNA was detected on the sense strand from all genes in the cluster. Similar transcriptional effects at *Hox *gene clusters have been observed previously when Polycomb components are mutated in MEFs, consistent with the hypothesis that *Hox *gene mis-regulation in *Dnmt1^-/- ^*MEFs is caused by loss of Polycomb-mediated repression [46]. In addition to the de-repression of the *Hoxc11 *to *Hoxc13 *genes in *Dnmt1^-/- ^*MEFs, RNA was detected from intergenic regions and from the antisense strand. H3K4me3 was increased across much of the *HoxC *cluster in *Dnmt1^-/- ^*MEFs, particularly across the region of the cluster that becomes strongly de-repressed (Figure 4B). A similar effect was observed at the *HoxA *and *HoxD *clusters, including loss of H3K27me3 from a large genomic region and de-repression of *Hox *genes within the normally silent portion of the cluster (Figure 4C,D). 

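The HoxA genes lie on the minus strand of chromosome 6. In one library or the other 7 HoxA genes reached 1 RPKM, and 4 of these were more than 2-fold higher in Dnmt1-/- MEFs. All 4 are at the 5′ end of the cluster. Hoxa9 rose from 0.0832 to 5.56 RPKM, Hoxa10 from 0.00996 to 23.2 and Hoxa11 from 0.00307 to 7.75, and Hoxa13 was listed at 0 in Dnmt1+/+ and had 5.38 RPKM in Dnmt1-/-. The antisense transcript Hoxa11as, which overlaps Hoxa11, rose as well, from 0.00295 to 10.9 RPKM. Hoxa2 fell from 1.40 to 0.208 RPKM, and the genes from Hoxa3 to Hoxa7 changed less than 2-fold in either direction. The HoxD genes lie on the plus strand of chromosome 2, from 74506367 to 74603200. Hoxd13 was listed at 0 in Dnmt1+/+ and had 4.07 RPKM in Dnmt1-/-, and Hoxd10 rose from 0.0227 to 1.12. Hoxd11, listed at 0 in Dnmt1+/+, had 0.447 RPKM and so stayed under the minimum of 1. Of the 2 HoxD genes counted as more than 2-fold higher, 1 is left where a mean RPKM of at least 1 is required. Lower values in Dnmt1-/- were found for Hoxd9, from 1.83 to 0.118 RPKM, for the joint entry of Hoxd3 and Hoxd4, from 2.06 to 0.0869, and for Hoxd8, from 3.62 to 2.09. Hoxd1 and Hoxd12 were listed at 0 in both libraries, without a test by Cuffdiff.

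**Figure D2:**
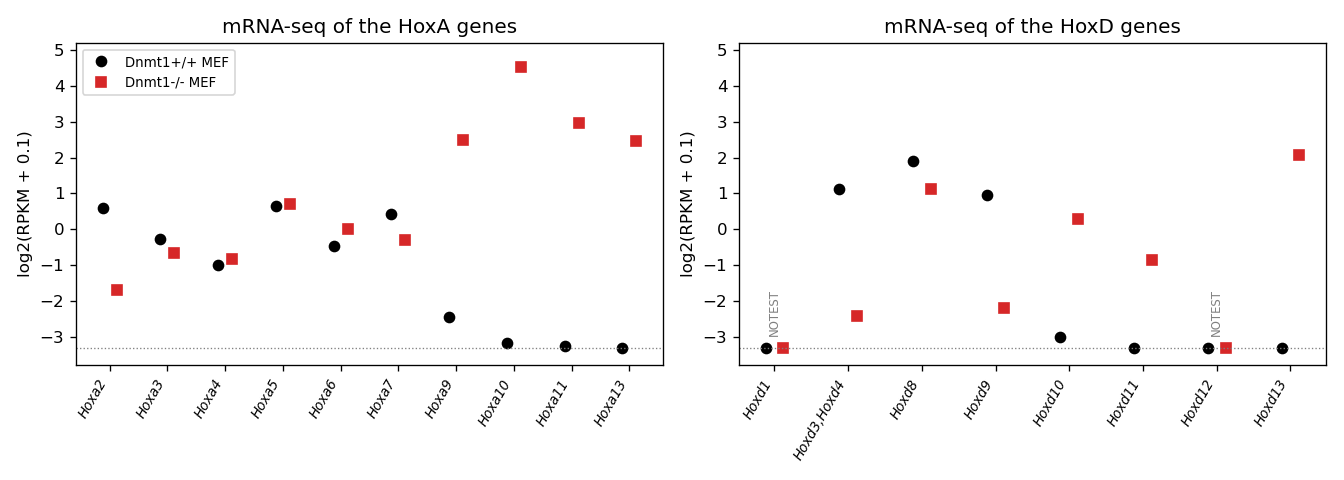
RPKM of the HoxA entries from Hoxa2 to Hoxa13 (left) and of each HoxD entry (right) in the Dnmt1+/+ (black circles) and Dnmt1-/- (red squares) libraries, on log2(RPKM + 0.1) axes, 1 library per genotype. The dotted lines mark an RPKM of 0, and NOTEST is the authors' status for Hoxd1 and Hoxd12. Hoxa9 to Hoxa13 and Hoxd10, Hoxd11 and Hoxd13 are higher in Dnmt1-/-, and Hoxa2, Hoxd9 and the joint Hoxd3 and Hoxd4 entry are lower.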

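On chromosome 11 the HoxB genes span 96055630 to 96229570 on the plus strand, and 9 HoxB entries with status OK reached 1 RPKM in one library or the other. None of the 9 was more than 2-fold higher in Dnmt1-/- MEFs, under any of the 6 alternatives tried, and 6 were more than 2-fold lower. Hoxb9 fell from 18.3 to 0.282 RPKM, Hoxb8 from 7.72 to 0.476, Hoxb4 from 2.83 to 0.224 and Hoxb2 from 2.46 to 0.0896. Hoxb6 fell from 7.66 to 3.66 RPKM, and after the median change of all genes is subtracted it is no longer past 2-fold. Hoxb7, at 10.0 RPKM in Dnmt1+/+ and 8.36 in Dnmt1-/-, and Hoxb5, at 2.07 and 1.73, changed little. Hoxb3 has 2 entries at the same locus, which went from 2.10 to 0.518 RPKM and from 2.58 to 3.86 RPKM. Hoxb1 and Hoxb13 were listed at 0 in both libraries. Outside the Hox clusters, 52.2% of 23 genes that mark anatomical position also changed more than 2-fold in either direction, against a median of 21.7% in random lists matched on expression.

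**Figure D3:**
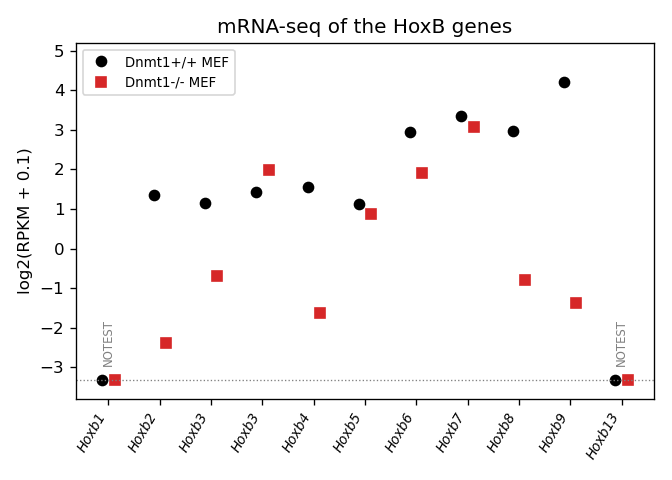
RPKM of each HoxB entry in the Dnmt1+/+ (black circles) and Dnmt1-/- (red squares) libraries, on a log2(RPKM + 0.1) axis, 1 library per genotype. The dotted line marks an RPKM of 0, NOTEST is the authors' status for Hoxb1 and Hoxb13, and Hoxb3 is drawn once for each of its 2 entries. Hoxb2, Hoxb4, Hoxb8 and Hoxb9 are far lower in Dnmt1-/-.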

The *HoxB *cluster showed loss of H3K27me3 across a large domain but did not show upregulation of RNA or H3K4me3 in *Dnmt1^-/- ^*MEFs (data not shown). Importantly, we have already shown that the promoters of the studied *Hox *genes, and H3K27me3 down regions in general, are associated with low levels of DNA methylation in *Dnmt1^+/+ ^*MEFs, suggesting that their de-repression in *Dnmt1^-/- ^*MEFs is not due to loss of canonical promoter DNA methylation-mediated repression (Figure 2). Instead, these observations are consistent with loss of PRC2-mediated repression at *Hox *genes in *Dnmt1^-/- ^*MEFs.

**Figure 4:**
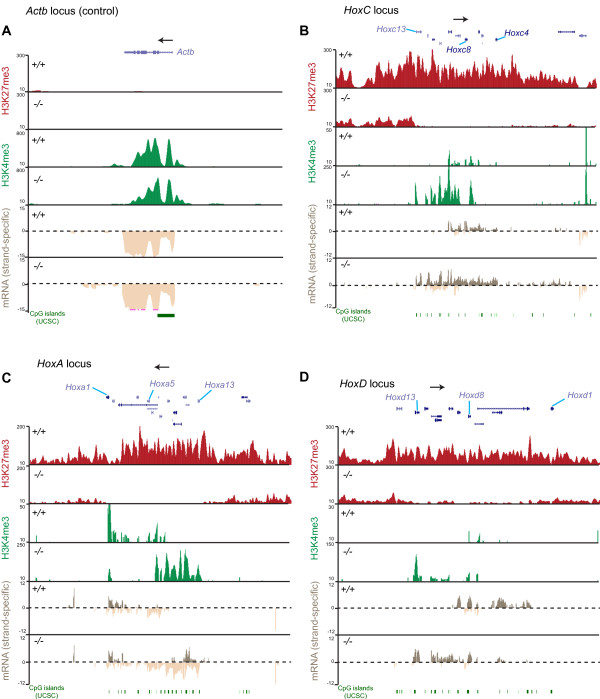
***Hox *gene clusters are mis-regulated in *Dnmt1^-/- ^*mouse embryonic fibroblasts**. Browser shots from the UCSC genome browser showing H3K27me3 (red) and H3K4me3 (green) ChIP-seq data, and strand-specific mRNA-seq data for the **(A) ***Actb*, **(B) ***HoxC*, **(C) ***HoxA *and **(D) ***HoxD *loci in *Dnmt1^+/+ ^*and *Dnmt1^-/- ^*MEFs. The position of RefSeq genes (blue) is shown along with the direction of sense transcription for the *Hox *genes (black arrow). The position of UCSC CpG islands (green) is shown. ChIP-seq data is represented as the number of reads that overlap genomic windows. Note the different scales used for H3K4me3 data. mRNA-seq data is represented as the number of reads that overlap genomic windows (log2) on each strand (above and below the dashed line).

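Across the 11244 genes kept, the log2 values of the Dnmt1+/+ and Dnmt1-/- libraries had a Pearson correlation of 0.823, computed across genes, which are not independent replicates. The middle 50% of genes changed between -0.56 and 0.27 on the log2 scale. In Dnmt1-/- MEFs 1225 genes (10.9%) were more than 2-fold lower, and those more than 2-fold higher made up 8.47%. At least 1 RPKM was reached by 10691 genes in Dnmt1+/+ and by 10618 in Dnmt1-/-. Of the genes that reached 1 RPKM in Dnmt1-/-, 86 were listed at 0 in Dnmt1+/+, and 47 genes showed the opposite. The number of lower genes was 801 with a pseudocount of 1 in place of 0.1.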

As H3K27me3 is lost from a large number of gene promoters in *Dnmt1^-/- ^*MEFs, we investigated differential gene expression in these cells in a global manner using mRNA-seq and expression microarray. Using both methods, we observed that H3K27me3 down genes are associated with increased expression in *Dnmt1^-/- ^*MEFs (Figure 5A,B; *P *<0.001 by Wilcoxon rank sum test). We performed RT-qPCR to confirm upregulation at the mRNA level of selected H3K27me3 down genes in *Dnmt1^-/- ^*MEFs, including *Hox *genes (Figure S4 in Additional file 1). Using our promoter ChIP-chip data, we observed that H3K27me3 down genes were also associated with increased promoter H3K4me3 in *Dnmt1^-/- ^*MEFs, consistent with increased transcriptional initiation (Figure 5C; *P *<0.001 by Wilcoxon rank sum test). By overlapping H3K27me3 down genes and >2-fold upregulated genes (by mRNA-seq), we observed that 185 genes fell into both categories, a far greater overlap than would be expected by chance (Figure 5D; *P *<0.001 estimated by hyper-geometric testing). This represents around a third of the increased expression observed in hypomethylated cells, suggesting that contributing to Polycomb-mediated repression is a major function for DNA methylation in gene regulation. This also shows that only a proportion of genes that lose promoter H3K27me3 in DNA hypomethylated cells are transcriptionally upregulated, highlighting the involvement of other factors (for example, the presence or absence of certain transcription factors) in their regulation.

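The promoter ChIP-chip list of H3K27me3 down genes and the authors' q-values were not analysed here, so the overlap itself was not recomputed. By RPKM alone, 952 genes with a symbol were more than 2-fold higher in Dnmt1-/- MEFs, of which 487 were under 1 RPKM in Dnmt1+/+. Without the filter on low RPKM the number was 1475, and 783 with a pseudocount of 1, all of them among the 952. The number was 2495 where entries without a gene symbol were also counted. The 5 largest rises were those of Rps4y2, from 0.0190 to 176.5 RPKM, Tuba3b, from 0.0368 to 85.5, and Rpl39l, Fmr1nb and Cck, which were listed at 0 in Dnmt1+/+ and had 92.7, 77.9 and 48.8 RPKM in Dnmt1-/-. Rps4y2, Rpl39l and Tuba3b have close paralogs with which reads could be shared, so their values are uncertain. Among the 952 genes, 65 had their transcription start site in a 100 kb window of decreased H3K27me3 from the paper's Additional file 3. From the overlap in Figure 5D, the paper proposes that contributing to Polycomb-mediated repression is a major function of DNA methylation in gene regulation.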

**Figure 5:**
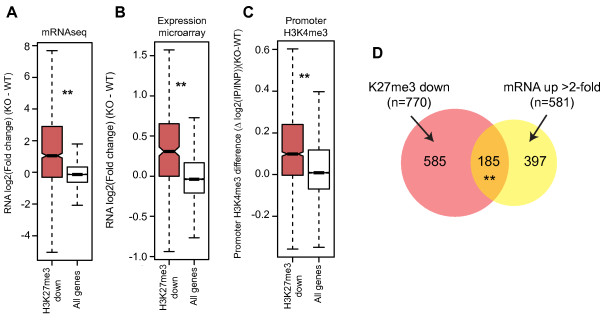
**H3K27me3 loss in hypomethylated cells is associated with ectopic gene expression**. **(A, B) **Boxplots displaying the relative expression (log2) of H3K27me3 down genes (red) and all genes (white) between *Dnmt1^+/+ ^*and *Dnmt1^-/- ^*MEFs as measured by mRNA-seq (A) and expression microarray (B). **P <0.001 by Wilcoxon rank sum test. **(C) **Boxplot showing the difference in promoter enrichment for H3K4me3 between *Dnmt1^+/+ ^*and *Dnmt1^-/- ^*MEFs as measured by ChIP-chip. **P <0.001 by Wilcoxon rank sum test. **(D) **Venn diagram showing overlap between H3K27me3 down genes (red circle) and genes that show >2-fold increased expression in *Dnmt1^-/- ^*relative to *Dnmt1^+/+ ^*MEFs by mRNA-seq (yellow circle). The number of genes in each section of the diagram is shown. **P <0.001 as estimated by hyper-geometric testing for the enrichment of the overlap genes.

We wondered whether the increased H3K27me3 that is observed at certain genomic regions in DNA hypomethylated cells is associated with *de novo *repression of transcription. DNA methylation is high within many gene body regions and has been suggested to correlate positively with transcription and therefore may act to inhibit PRC2 binding [3,4,39]. We identified large genomic windows (100 kb) that showed increased or decreased H3K27me3 in *Dnmt1^-/- ^*MEFs by ChIP-seq (see Materials and methods) and examined the expression of genes within these windows using mRNA-seq. 

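For each gene kept, the transcription start site was set to the 5′ end of the gene of the same symbol in the NCBI37 annotation, or to the midpoint of the entry's locus for 157 genes without such a match. The windows of 100 kb with decreased or increased H3K27me3 in Dnmt1-/- MEFs were taken from the paper's Additional file 3. In the windows with decreased H3K27me3 lay 181 genes, and their median log2 change was 0.27. In 10000 random lists of 181 genes matched on mean expression, 95% of the medians lay between -0.31 and -0.06, and none was as high as 0.27. These lists describe the 2 libraries, and neighbouring genes that share a window are not independent. The change was uneven, with 65 genes (35.9%) more than 2-fold higher, 22 (12.2%) more than 2-fold lower, and an upper quartile of 2.51. The Hox clusters contributed 28 of the 181 genes. Without these and Hoxa11as the median of the remaining 152 genes was 0.27, and no random list reached it either. The median was lowest, at 0.14, where a mean RPKM of at least 1 was required.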

Genes within large H3K27me3 down windows were associated with increased expression in *Dnmt1^-/- ^*relative to *Dnmt1^+/+ ^*MEFs, consistent with our observations at gene promoter regions (Figure S5A in Additional file 1). Conversely, genes within large H3K27me3 up windows were associated with decreased expression in *Dnmt1^-/- ^*MEFs, consistent with increased PRC2-mediated repression at these genes in DNA hypomethylated cells (Figure S5A in Additional file 1). 

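In the windows with increased H3K27me3 lay 194 genes, and their median log2 change was -0.60. Of the medians of 10000 random lists of the same size matched on mean expression, 95% lay between -0.25 and -0.04 and none was as low. In these windows 66 genes (34.0%) were more than 2-fold lower and 8 (4.12%) more than 2-fold higher in Dnmt1-/- MEFs. Of the 194 genes, 172 are on the X chromosome, which holds 77.7% of these windows, while 254 windows are on autosomes. Xist, which is transcribed from an inactive X chromosome, had an RPKM of 0.00648 in Dnmt1+/+ and 37.0 in Dnmt1-/-. The X-linked genes in these windows had a median log2 change of -0.46, and 51 of them were more than 2-fold lower. The 22 autosomal genes, spread over 10 chromosomes, had a median of -2.38, and 15 of them were more than 2-fold lower. All 10000 matched random lists of 22 autosomal genes had higher medians. The 222 X-linked genes outside these windows had a median of -0.35, where 95% of the random autosomal lists had medians between -0.25 and -0.05.

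**Figure D4:**
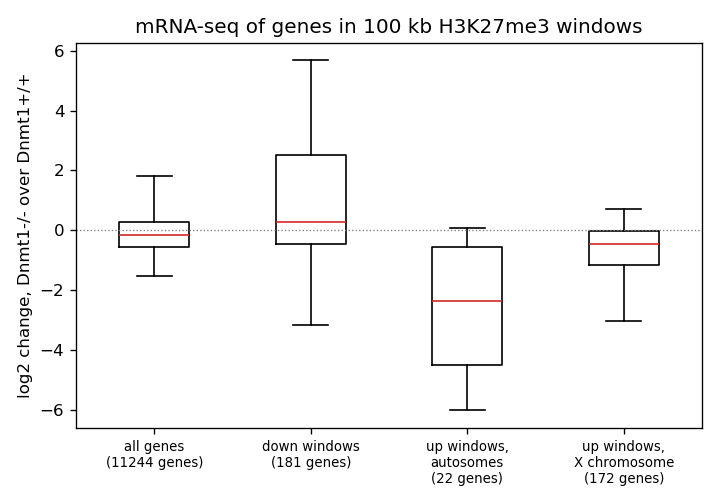
Log2 change of RPKM from Dnmt1+/+ to Dnmt1-/- MEFs, on the log2(RPKM + 0.1) scale, for all genes and for genes with a transcription start site in a 100 kb window of decreased or increased H3K27me3, 1 library per genotype. Red lines are medians, boxes the quartiles, and whiskers reach the 5th and 95th percentiles. The 22 autosomal genes in windows with increased H3K27me3 lie lowest, with a median of -2.38.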

We chose two genes, *Pcdhb18 *and *Pcdhb20*, that we had already shown by bisulfite sequencing to be associated with dense DNA methylation within an intragenic CpG island in *Dnmt1^+/+ ^*MEFs (Figure 2B). We performed H3K27me3 ChIP-qPCR for each intragenic region, which showed that they were associated with increased H3K27me3 in *Dnmt1^-/- ^*MEFs when the DNA methylation is removed (Figure S5B in Additional file 1). We showed by qRT-PCR that the increased H3K27me3 at these genes was associated with decreased mRNA expression in *Dnmt1^-/- ^*MEFs (Figure S5C in Additional file 1).

These findings suggest that altered H3K27me3 distribution upon loss of DNA methylation is associated with changes in gene expression. Given that DNA methylation can directly modulate H3K27me3 patterns [39], and H3K27me3 and PRC2 are known to induce transcriptional repression, it is likely that redistribution of the repressive activity of PRC2 accounts for many of the observed transcriptional changes in DNA hypomethylated cells. However, it is not possible at this point to say that redistribution of H3K27me3 is the sole driver of the observed expression changes, as other factors are likely to contribute to gene expression changes in *Dnmt1^-/- ^*MEFs.

### Independent methods of inducing DNA methylation loss result in H3K237me3 redistribution and de-repression of Polycomb target genes

To validate our findings using *Dnmt1^-/- ^*MEFs, we used an independent method to induce DNA hypomethylation. We cultured *Dnmt1^+/+ ^*MEFs in the presence of a small molecule inhibitor of DNA methylation, 5-aza-2′-deoxycytidine (5-aza-dC), for 72 hours. This caused >50% loss of 5mC as measured globally by HPLC (Figure 6A, P <0.001 by t-test). ChIP-qPCR revealed that, in 5-aza-dC-treated cells, H3K27me3 enrichment was reduced at promoter regions that also lose this mark in *Dnmt1^-/- ^*MEFs, whereas it was not reduced at the positive control *Chdh *promoter (Figure 6B). 5-aza-dC treatment also resulted in increased H3K27me3 at selected regions that gain H3K27me3 in *Dnmt1^-/- ^*MEFs (Figure S6 in Additional file 1). It should be noted that the observed changes in H3K27me3 occupancy upon 5-aza-dC treatment were smaller in magnitude than those observed in *Dnmt1^-/- ^*MEFs, perhaps owing to the differences in the extent of DNA hypomethylation observed using these two methods and the short time period employed in the 5-aza-dC experiment. In order to examine gene expression changes induced by 5-aza-dC treatment of *Dnmt1^+/+ ^*MEFs, we performed expression microarrays. We examined the expression of genes that were associated with both decreased promoter H3K27me3 (H3K27me3 down genes) and increased expression (>1.5 fold) in *Dnmt1^-/- ^*MEFs. Importantly, these genes were also associated with increased expression upon demethylation of *Dnmt1^+/+ ^*MEFs with 5-aza-dC (Figure 6C). Of note, we have already shown that these genes are associated with low levels of promoter DNA methylation in *Dnmt1^+/+ ^*MEFs (Figure 2). We performed RT-qPCR in *Dnmt1^+/+ ^*MEFs treated with 5-aza-dC to validate the upregulation of these genes that was observed by microarray (Figure 6E). We also examined the expression of genes that were within 100 kb windows of the genome that show increased H3K27me3 in *Dnmt1^-/- ^*MEFs, which we showed were on average downregulated in *Dnmt1^-/- ^*MEFs (Figure S5A in Additional file 1). Importantly, upon treatment of *Dnmt1^+/+ ^*MEFs with 5-aza-dC, these genes were also downregulated on average (Figure 6D). We showed that upon 5-aza-dC treatment, the intragenic regions of the *Pcdhb18 *and *Pcdhb20 *genes were associated with increased H3K27me3 (Figure S6A in Additional file 1), and these genes were downregulated at the mRNA level (Figure S6B in Additional file 1). Importantly, this experiment demonstrated that inducing DNA hypomethylation using an independent experimental method leads to H3K27me3 redistribution and gene expression changes that are consistent with those observed in *Dnmt1^-/- ^*MEFs.

**Figure 6:**
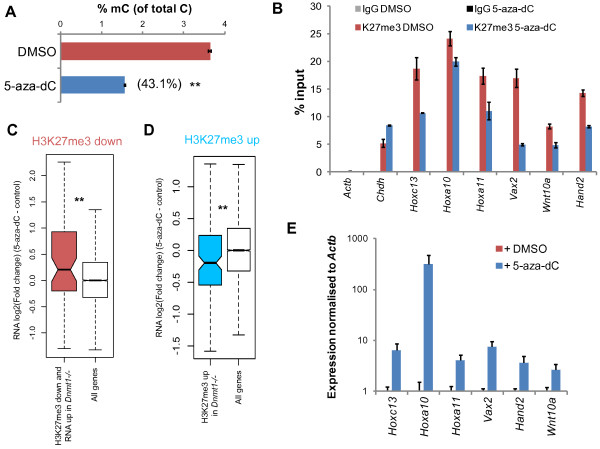
**Demethylation with a DNA methyltransferase inhibitor results in redistribution of H3K27me3**. **(A) **Global quantification of the 5mC base by HPLC. Values are 5 mC as a percentage of total C in *Dnmt1^+/+ ^*MEFs treated with vector control or 5-aza-dC. Error bars represent standard error of the mean (SEM). **P <0.001 by t-test. **(B) **ChIP-qPCR for H3K27me3 in *Dnmt1^+/+ ^*MEFs treated with vector control or 5-aza-dC using primers for the promoters of the indicated genes. Enrichment for each immunoprecipitation (IP) is expressed as percentage of DNA in input. Non-specific IgG IP and the *Actb *promoter are shown as negative controls and the *Chdh *promoter is shown as a positive control. Error bars indicate ±SEM of two experiments. **(C, D) **Boxplots showing the relative expression (log2) of the indicated gene set, and all genes, between vector control and treatment with 5-aza-dC in *Dnmt1^+/+ ^*MEFs. The gene sets compared are those that are both H3K27me3 down and >1.5 fold upregulated at mRNA level in *Dnmt1^-/- ^*MEFs (C), and H3K27me3 up in *Dnmt1^-/- ^*MEFs (D). **P <0.005 by Wilcoxon rank sum test relative to all genes. **(E) **qRT-PCR quantifying expression of the indicated genes in *Dnmt1^+/+ ^*MEFs treated with vector control or 5-aza-dC. Expression is normalized to *Actb *and expressed relative to vector control. Error bars represent ±SEM of three replicates. 5-aza-dC, 5-aza-2-deoxycytidine; DMSO, dimethyl sulfoxide; IgG, immunoglobulin G.

To further validate our observations we used a third independent experimental method to induce DNA hypomethylation. We generated *Dnmt1^+/+ ^*MEFs that stably expressed a short hairpin RNA against *Dnmt1 *(sh-Dnmt1 cells) [47]. We generated three independent cell lines expressing the *Dnmt1 *short hairpin RNA and three using a control plasmid. We confirmed by qRT-PCR that Dnmt1 mRNA was depleted in sh-Dnmt1 cells (Figure S7A in Additional file 1), and by HPLC that the genome was hypomethylated (Figure S7B in Additional file 1). We measured the expression of selected H3K27me3 down and H3K27me3 up genes in sh-Dnmt1 cells. Consistent with our observations using other DNA hypomethylated systems, H3K27me3 down genes were upregulated in sh-Dnmt1 cells (Figure S7C in Additional file 1) and H3K27me3 up genes were downregulated (Figure S7D in Additional file 1). This experiment showed that our observations made using *Dnmt1^-/- ^*MEFs were consistent across multiple methods for inducing DNA methylation loss of cells in culture.

To look for an effect of DNA hypomethylation on Polycomb target gene expression *in vivo*, we examined the expression of an H3K27me3 gene set in mouse embryos homozygous for a point mutation in *Dnmt1 *(referred to as *Dnmt1^PM ^*allele) [48]. This point mutation causes instability of the Dnmt1 protein and therefore results in DNA hypomethylation and embryonic lethality when homozygous [48]. We analyzed gene expression in *Dnmt1^+/PM ^*and *Dnmt1^PM/PM ^*embryos at 7.5 dpc (days post coitum), as at later stages severe developmental defects become apparent in homozygotes (Figure S8A in Additional file 1) [48]. We observed modest but consistent increases in expression of the tested Polycomb target genes in *Dnmt1^PM/PM ^*embryos at 7.5 dpc, although variation between embryos was large at this developmental stage (Figure S8B in Additional file 1). This suggests that this mechanism may be operating *in vivo *during mammalian embryonic development.

## Discussion

We have uncovered an unexpected link between DNA methylation and PRC2-mediated gene repression. An intact DNA methylome is required to restrict PRC2-function to its normal gene targets. Where DNA methylation levels are reduced in somatic cells, either genetically or by pharmacological inhibition, many Polycomb target genes lose their association with PRC2 and H3K27me3, and become ectopically expressed.

How Polycomb complexes are targeted to specific regions of the mammalian genome is a major question [44]. Here, we followed multiple lines of evidence that implicated DNA methylation as a player in this process. In severely DNA hypomethylated mouse somatic cells, we found that H3K27me3 was redistributed in a manner that reflected the DNA methylation pattern in wild-type cells. Increased H3K27me3 occurred at many regions of the genome that are normally highly DNA methylated, consistent with the idea that DNA methylation is capable of attenuating PRC2 binding in certain genomic contexts. This finding is consistent with recently published studies that investigate patterns of H3K27me3 in hypomethylated mouse ES cells, but also suggests that this may be a function of the DNA methylome in lineage committed, in addition to pluripotent, cell types [32,37]. Importantly, we also observed decreased H3K27me3 at a large number of normal Polycomb targets that are associated with low-level DNA methylation in wild-type cells. We suggest the following model to account for both features of H3K27me3 redistribution in hypomethylated cells (Figure 7). Upon hypomethylation, DNA methylation-mediated repression of PRC2 binding is lost, allowing increased PRC2 binding and H3K27me3 modification at inappropriate genomic loci. These regions are associated with high levels of DNA methylation in wild-type cells where DNA methylation inhibits PRC2 binding. We suggest that this leads to a dilution of PRC2 away from its normal targets (Figure 7). This idea is supported by recent work using hypomethylated ES cells, where decreased H3K27me3 was observed at regions that are marked by discrete peaks of H3K27me3 in wild-type cells, and new domains of H3K27me3 are formed at ectopic locations [37]. This model makes the assumption that the amount of the PRC2 complex is limiting in these cells. We speculate that the cell must maintain appropriate levels of this complex to avoid the aberrant repression of transcription at non-target loci. This model explains the general loss of H3K27me3 that we observed from its normal target promoters, and the strong association between DNA methylation patterns and H3K27me3 changes upon hypomethylation. Further work will be required to test this hypothesis and to further define the mechanism behind the H3K27me3 redistribution observed upon loss of DNA methylation, and its consequences for gene regulation [49].

**Figure 7:**
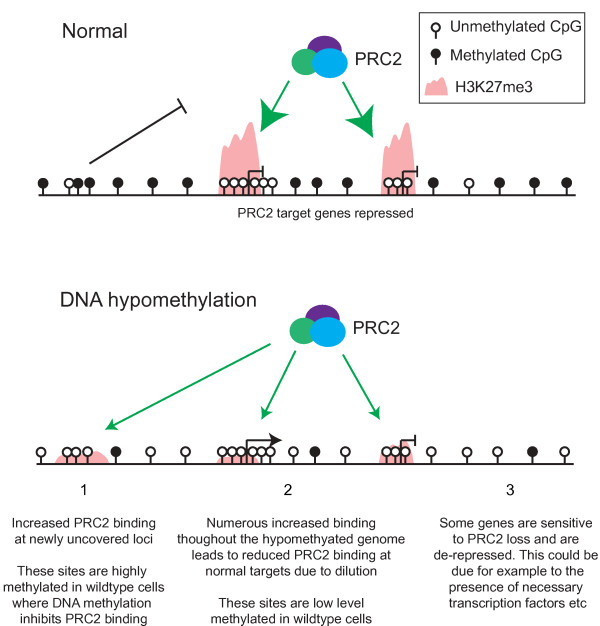
**A model for de-repression of Polycomb target genes upon loss of DNA methylation**. In normal cells, PRC2 is targeted to chromatin in a process that involves unmethylated stretches of DNA, such as CpG islands (PRC2 targeting is indicated by green arrows). DNA methylation has a negative effect on PRC2 binding to chromatin and so constrains PRC2 targeting. When global DNA methylation levels are reduced, PRC2 binding and H3K27me3 increase at numerous additional genomic loci leading to a dilution of available PRC2 from its normal targets. Note that only loci that are somehow permissive to PRC2 binding show increased H3K27me3 in hypomethylated cells. Reduced PRC2 binding to its normal target promoters results in loss of transcriptional repression. PRC2, Polycomb Repressive Complex 2.

The molecular mechanism behind DNA methylation-mediated attenuation of PRC2-chromatin interactions is not yet known. *In vitro *experiments using reconstituted PRC2 and chromatin suggest that one or more PRC2 components are capable of directly differentiating CpG from 5mCpG [39]. PRC2 is thought to bind to chromatin through several DNA and histone interactions [2]. DNA methylation may be interpreted by one or more individual subunits of PRC2, or by the complex as a whole in response to a structural change of chromatin induced by DNA methylation. Several PRC2 components contain zinc finger domains that could potentially mediate this effect, as the DNA binding of certain zinc finger domains, such as CXXC domains, are directly inhibited by DNA methylation [2,19,20].

We did not observe increased H3K27me3 in hypomethylated cells at all regions of the genome that are highly DNA methylated in normal cells. This would be expected to occur if the DNA methylation pattern was the sole determinant of H3K27me3 targeting. Rather, this observation is further proof that DNA methylation is merely one of multiple signals that the cell uses to correctly position the H3K27me3 mark in the genome. This is consistent with other studies demonstrating the importance of sequence-specific DNA-binding proteins [44], transcription [31], non-coding RNA [50] and other chromatin features [51] in the targeting of H3K27me3. The final distribution of H3K27me3 is therefore likely the result of the concerted action of these multiple mechanisms. Future studies, taking into account DNA sequence, RNA, and epigenetic modulators of PRC2-binding will help to advance our understanding of this complex problem.

Importantly, we observed that loss of promoter H3K27me3 in DNA hypomethylated somatic cells was associated with transcriptional activation, consistent with a loss of Polycomb-mediated repression. This suggests that an intact DNA methylome is indirectly required for the normal repression of PRC2-target genes. This unexpected finding significantly widens the scope for genes that require DNA methylation for their repression. Owing to their low level of promoter DNA methylation, these genes would not normally be associated with repression that involves DNA methylation. Many of these genes are classic Polycomb targets, such as the *Hox *genes, and have known functions in embryonic development and cell-fate specification. In fact, *Hox *gene regulation has been previously linked to DNA methylation, but the underlying role of DNA methylation in this process has remained unclear. Firstly, mice with hypomorphic mutations in the DNA methyltransferase gene *Dnmt3b *display homeotic transformations of the posterior axis, concomitant with de-repression of certain *HoxA *genes [14]. Secondly, loss of the Lsh protein leads to DNA hypomethylation and mis-expression of certain *Hox *genes in mouse embryos and cell lines [52]. The findings presented in our study provide an alternative explanation for *Hox *gene de-repression upon hypomethylation, even when the gene of interest is not associated with a highly DNA methylated promoter. It should be noted that our knowledge of DNA methylation patterns within *Hox *clusters is incomplete. *Hox *cluster DNA methylation appears to vary in a complex tissue- and cluster-specific manner, but the CpG-rich regions associated with *Hox *gene promoters appear to remain in an unmethylated state in most tissues studied [3-6]. Indeed, in our study, we observed that the CpG-rich promoters of the *Hox *genes studied contained low levels of DNA methylation in MEFs, suggesting that their de-repression was not caused by loss of promoter DNA methylation. However, at this point we cannot completely exclude a role for promoter DNA methylation in the repression of these genes. We also note that *Hox *gene expression patterns in fibroblasts are dependent on their anatomic location, and that these patterns are maintained when fibroblasts are grown in culture [53]. Importantly, we have shown that DNA hypomethylation induced in *Dnmt1^+/+ ^*MEFs results in de-repression of *Hox *genes. This experiment compares the same starting population of cells, excluding the possibility that the observed gene expression differences are due to differential anatomic origin of the samples. However, we note that we cannot formally exclude the possibility that the severe mis-expression of *Hox *genes observed in *Dnmt1^-/- ^*MEFs was further enhanced by a potential differential anatomic origin of these cells. Nevertheless, our data demonstrate that loss of DNA methylation by itself is sufficient to induce de-repression of *Hox *genes.

Our observations could also offer an explanation for the enigmatic de-repression of PRC2-target developmental genes in cells of patients with immunodeficiency-centromeric instability-facial abnormalities (ICF) syndrome, a disorder frequently caused by mutation in *DNMT3B *[54]. A subset of PRC2-target genes that are associated with CpG-rich DNA methylation-free promoters were observed to be upregulated in cells of patients with ICF syndrome relative to controls [54]. It is feasible that *DNMT3B*-mutation induced DNA hypomethylation elsewhere in the genome drives reduction in PRC2 and H3K27me3 occupancy at these gene promoters, resulting in leaky repression. Our observations may also influence our understanding of the phenotypes of Dnmt1 loss in embryonic development and in multipotent stem cell populations, such as hematopoietic stem cells, where the phenotypes observed are compatible with mis-regulation of cell-fate specifying genes [41,55-57].

The findings presented in this study, along with others, demonstrate that DNA methylation is a major factor in determining PRC2 targeting in mouse cells. Different aspects of the DNA methylome appear to have been lost during the evolution of certain branches of organisms [58,59]. Some, such as the fruit fly *Drosophila melanogaster*, have lost CpG methylation entirely [59] and, in this organism, DNA-binding transcription factors play an important role in Polycomb targeting by binding to sequence elements called Polycomb response elements (PREs) [44]. The search for PREs in mammals so far has yielded few results [44]. It is interesting to speculate that without the restrictive activity of DNA methylation, *Drosophila *may rely more heavily on a PRE approach for Polycomb targeting. In support of this speculation, mapping of Polycomb components by ChIP in *Drosophila *has shown that, with the exception of Pc, which binds H3K27me3, Polycomb components are bound in punctate regions at PREs [44]. This is in contrast to mammals where PRC2 components are bound in more broad domains that are better associated with H3K27me3 domains [44]. We speculate that these differences could have arisen as a need to restrict PRC2 binding in *Drosophila *in the absence of CpG methylation.

Both DNA methylation and H3K27me3 patterns are dynamic during cell differentiation [3-5,7,45] and it remains to be investigated whether DNA methylation dynamics play a direct role in determining changes in H3K27me3 patterns upon lineage commitment. In this respect, loss of DNA methylation from specific loci during ES cell differentiation has been correlated with increased H3K27me3 [7]. A similar hypothesis could be addressed in various cancers, where dramatic alterations in DNA methylation are often observed (for example, [60]). Frequent observations in cancers are DNA hypomethylation of large genomic domains and hypermethylation of CpG islands. It will be intriguing to investigate the effect of DNA methylation redistribution on PRC2 targeting in cancer cells, and its effect on gene expression. Indeed, new domains of H3K27me3 have been observed in breast cancer cell lines in regions that become DNA hypomethylated [35]. Also, loss of H3K27me3 has been observed at promoters that become DNA hypermethylated in a prostate cancer cell line, consistent with the idea that DNA methylation changes can drive alteration of PRC2-chromatin interactions in cancer [34].

## Conclusions

We suggest that the DNA methylome has an unexpected role in the repression of Polycomb target genes, as it is essential for appropriate targeting of PRC2 and the H3K27me3 histone modification in mouse somatic cells. These findings significantly advance our understanding of how DNA methylation influences chromatin states and highlights the diverse ways that this epigenetic mark contributes to genome regulation.

## Materials and methods

### Cell lines and mouse strains

*Dnmt1^+/+ ^*and *Dnmt1^-/- ^*MEFs were a gift from Howard Cedar and their derivation and culture conditions have been previously described [12]. For treatment of *Dnmt1^+/+ ^*MEFs with 5-aza-dC, dimethyl sulfoxide vehicle control or 0.5 µM 5-aza-dC (Sigma-Aldrich, St Louis, MO, USA) was added to the culture media for 72 h, and the media was changed daily with fresh drug added. Stable knockdown of *Dnmt1 *was achieved by lentiviral transduction of a vector containing a short hairpin RNA against *Dnmt1 *[47] in triplicate into *Dnmt1^+/+ ^*MEFs, followed by selection using Blasticidin (Invitrogen, Life Technologies, Carlsbad, CA, USA). The *Dnmt1^PM ^*allele has been previously described as the *MommeD2 *allele [48].

### Chromatin-immunoprecipitation analyses

Detailed protocols are supplied for native and cross-linked ChIP in Text S1 in Additional file 1. Per immunoprecipitation, we used 10 µg of the following antibodies: αH3K27me3 (Merck-Millipore, Billerica, MA, USA; cat: 07-449); αH3K4me3 (Merck-Millipore; cat: 07-473); non-specific rabbit IgG (Santa Cruz Biotechnology Inc, Dallas, TX, USA; cat: sc-2027); αEzh2 (Merck-Millipore; cat: 17-662); non-specific mouse IgG (Santa Cruz Biotechnology Inc; cat: sc-2025). Region-specific primers used for ChIP-qPCR are shown in Table S1 in Additional file 1. For ChIP-chip, input and immunoprecipitated DNA from three replicates was amplified using the WGA2 whole genome amplification kit (Sigma-Aldrich). For promoter arrays, amplified DNA was labeled and hybridized to Mouse ChIP-chip 3x720K RefSeq Promoter Arrays (Roche NimbleGen Inc, Madison, WI, USA) by the Microarray Core Facility of the VU University Medical Center, Amsterdam, The Netherlands. Data were extracted using NimbleScan v2.5 (Roche NimbleGen). ChIP-seq libraries were sequenced using single-end 35 bp sequencing on an Illumina Genome Analyser II (performed by Ambry Genetics, Aliso Viejo, CA, USA). The number of reads that were successfully mapped to the genome and used in the analysis is shown in Table S2 in Additional file 1.

### Western blots

Detailed protocols are supplied for protein extract production and western blot in Text S1 in Additional file 1. The following primary antibodies were used at the stated dilutions: αH3K27me3 (Merck-Millipore; cat: 07-449; 1:1000); αH3K4me3 (Merck-Millipore; cat: 07-473; 1:1000); αH3 (Abcam, Cambridge, UK; cat: ab1791; 1:1000); αEzh2 (Merck-Millipore; cat: 17-662; 1:1000); αSuz12 (Cell Signaling Technology, Beverly, MA, USA; cat: D39F6#3737S; 1:1000); αEed (Merck-Millipore; cat: 05-1320; 1:5000); αActb (Abcam; cat: ab3280; 1:5000).

### DNA methylation analyses

Quantitation of methyl-cytosine in genomic DNA by HPLC was performed as previously described [61] with the following alterations. To improve peak resolution, the column was chilled to 8°C. Deoxyribonucleotides were detected using a Dionex 3000 multiple wavelength detector at their extinction maxima: dCMP (deoxycytosine monophosphate), 276 nm; 5mdCMP (5'-methyl-deoxycytosine monophosphate), 282 nm. Quantifications were calculated from the area under each peak using the respective extinction coefficients (dCMP, 8.86 × 10^3^; 5mdCMP, 9.0 × 10^3^). RRBS was performed by BaseClear (Leiden, The Netherlands) as provided by the 'Epiquest Genome-wide Basic Service'. HELP-tag-seq was performed as previously described [62-64] using a custom mouse *MspI *library. Bisulfite sequencing was performed as described in Text S1 in Additional file 1. Primers used for bisulfite sequencing are shown in Table S1 in Additional file 1.

### Gene expression assays

Total RNA was isolated from cells and tissues in triplicate using Trizol (Life Technologies, Invitrogen) according to the manufacturer's instructions. RNA integrity was determined by agarose gel electrophoresis and/or Bioanalyser RNA6000 Nano chip (Agilent, Santa Clara, CA, USA). Only RNA with an RNA integrity score >9 was used. qRT-PCR was performed as described in Text S1 in Additional file 1. qRT-PCR primers are shown in Table S1 in Additional file 1. For Illumina BeadChip expression microarrays, RNA was amplified using a TotalPrep RNA amplification kit (Life Technologies, Ambion) and analyzed on Illumina (San Diego, CA, USA) MouseWG-6 v2.0 Expression BeadChips (hybridization and scanning performed by the Genetics Core at the Wellcome Trust Clinical Research Facility, Edinburgh, UK). For mRNA-seq, libraries were generated using the Illumina strand-specificity protocol [65], and sequenced using 50 bp single-end sequencing on an Illumina HiSeq2000 sequencer (performed by Ambry Genetics).

### Data analysis

For the methods used in the normalization and analysis of data from ChIP-chip, ChIP-seq, RRBS, HELP-tag-seq, Illumina BeadChip expression microarray, and mRNA-seq see Text S1 in Additional file 1.

### Data access

Raw and processed data are deposited into the Gene Expression Omnibus (GEO accession number: GSE44278).

## Abbreviations

5-aza-dC: 5-aza-2-deoxycytidine; bp: base pair; ChIP: chromatin-immunoprecipitation; Dnmt1: DNA methyltransferase 1; ES: embryonic stem; H3K27me3: histone H3 lysine 27 trimethylation; H3K4me3: histone H3 lysine 4 trimethylation; HELP-tag-seq: HpaII tiny fragment enrichment by ligation-mediated PCR followed by tag sequencing; HPLC: high performance liquid chromatography; IgG: immunoglobulin G; mC: methyl-cytosine; MEF: mouse embryonic fibroblasts; PRC1: Polycomb Repressive Complex 1; PRC2: Polycomb Repressive Complex 2; PRE: Polycomb response element; RRBS: reduced-representation bisulfite sequencing.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

JPR and RRM conceived and designed the experiments. JPR, SMP, NAY, JR, HM, MS, DR, DSD and BHR performed the experiments. JPR, CEN and JGP analyzed the data. EW, JMG, IRA and WAB contributed reagents, materials or analysis tools. JPR and RRM wrote the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **A PDF document containing supplemental files for this paper**. Included are eight supplemental figures (Figures S1 to S8), supplemental materials and methods (Text S1), and two supplemental tables (Tables S1 and S2). Click here for file

Additional file 2 An Excel spread sheet (XLS) showing normalized average enrichments and *P*-values observed at gene promoter regions by ChIP-chip for H3K27me3 and H3K4me3 in *Dnmt1^+/+ ^*and *Dnmt1^-/- ^*MEFs. Click here for file

Additional file 3 An Excel spread sheet (XLS) showing genomic windows (100 kb) that show differential H3K27me3 by ChIP-seq in *Dnmt1^+/+ ^*and *Dnmt1^-/- ^*MEFs, along with the number of H3K27me3 reads overlapping each window in each sample and their odds ratios. Click here for file

Additional file 4 An Excel spread sheet (XLSX - compressed in ZIP) showing genomic windows (1 kb) that show differential H3K27me3 by ChIP-seq in *Dnmt1^+/+ ^*and *Dnmt1^-/- ^*MEFs, along with the number of H3K27me3 reads overlapping each window in each sample and their odds ratios. Click here for file

# Supplementary material for: Redistribution of H3K27me3 upon DNA hypomethylation results in de-repression of Polycomb target genes
**Source:** Genome Biol. 2013 Mar 25;14(3):R25. doi: 10.1186/gb-2013-14-3-r25
**Supplement:** Additional file 1 — A PDF document containing supplemental files for this paper. Included are eight supplemental figures (Figures S1 to S8), supplemental materials and methods (Text S1), and two supplemental tables (Tables S1 and S2).

# **Additional File 1**

Supplemental Information for Reddington et al. (2013), 'Redistribution of H3K27me3 upon DNA hypomethylation results in de-repression of Polycomb-target genes' in *Genome Biology*.

This file contains:

- 8 Supplemental Figures (Figures S1 to S8)
- Text S1 – extended materials and methods
- Tables S1 and S2

Figure S1

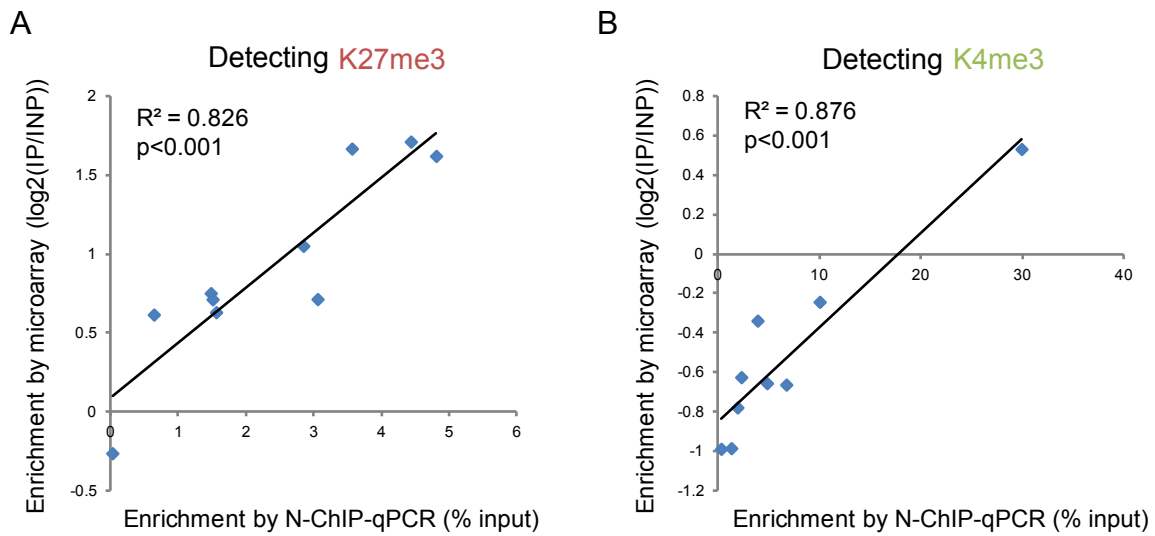

Figure S1. Validation of the promoter ChIP-chip approach using ChIP-qPCR. (A and B) Scatter plots showing the values obtained for H3K27me3 (A) and H3K4me3 (B) for 9 promoter regions comparing promoter ChIP-chip and ChIP-qPCR. ChIP-chip enrichment is displayed as  $\log_2(IP/INP)$  and ChIP-qPCR is displayed as % input. A best fit line was fitted by regression and the  $R^2$  value (Pearson correlation) is shown.

Figure S2

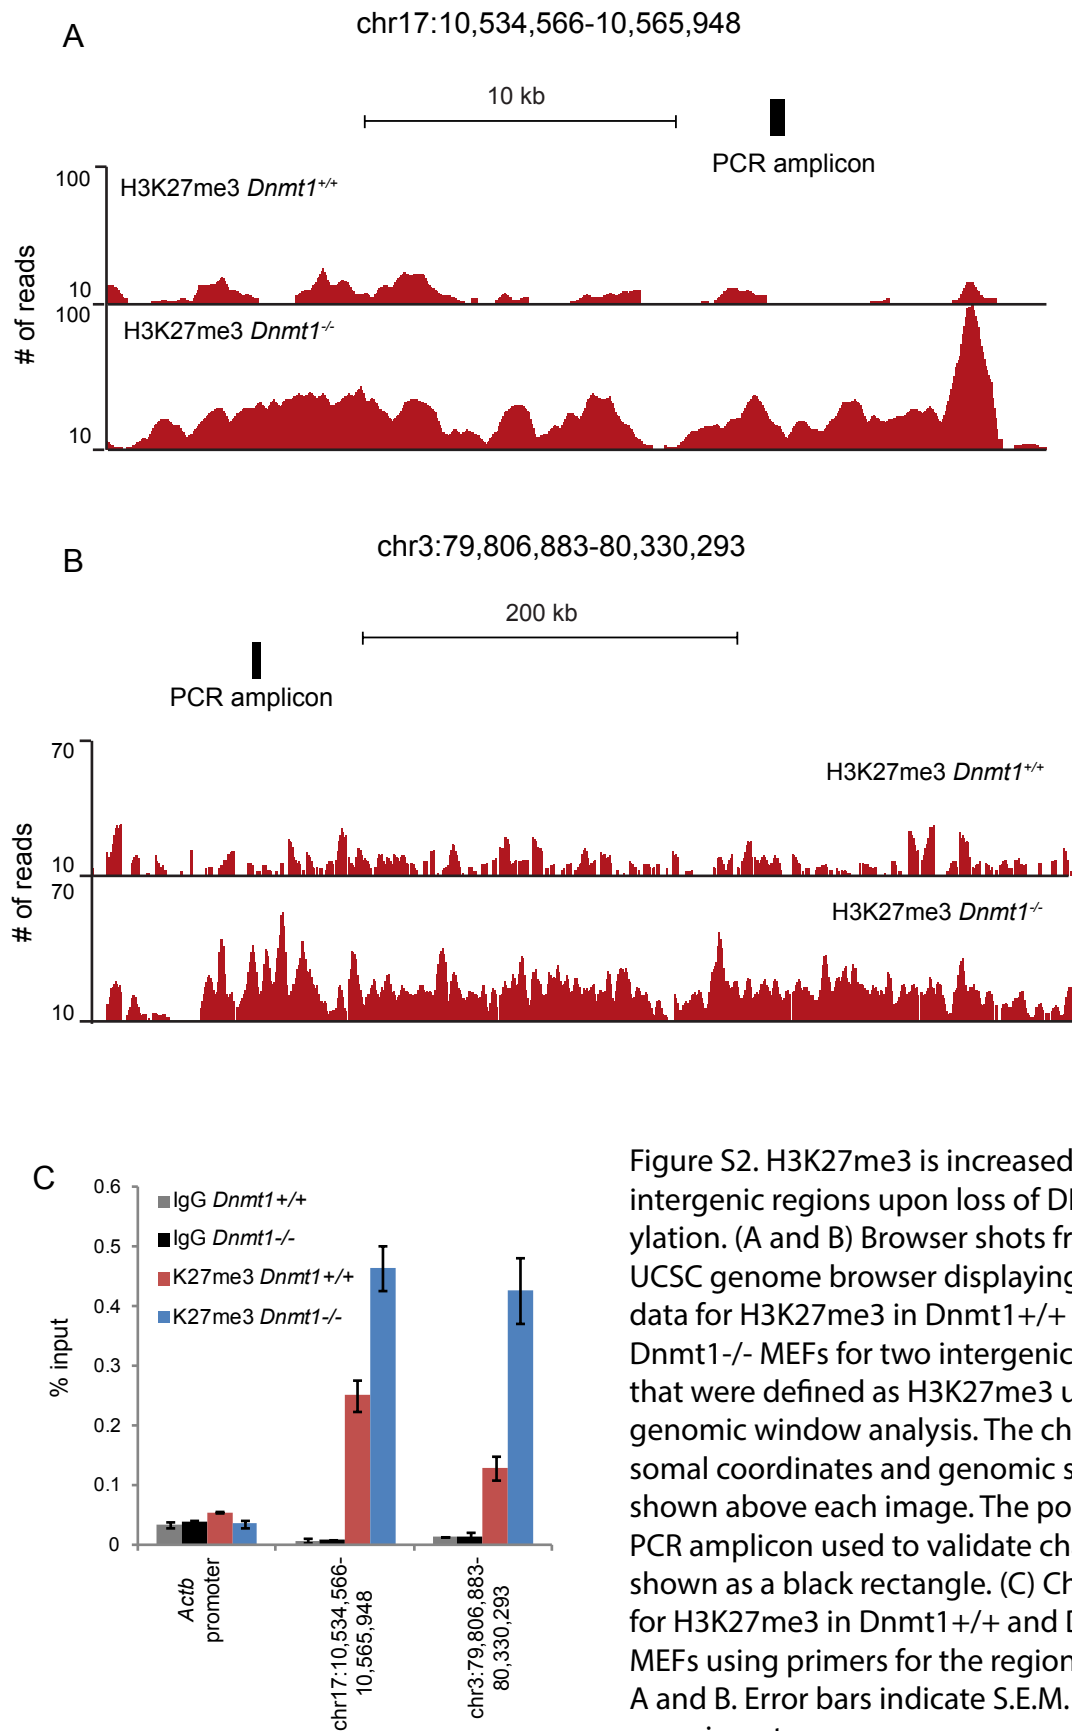

Figure S3

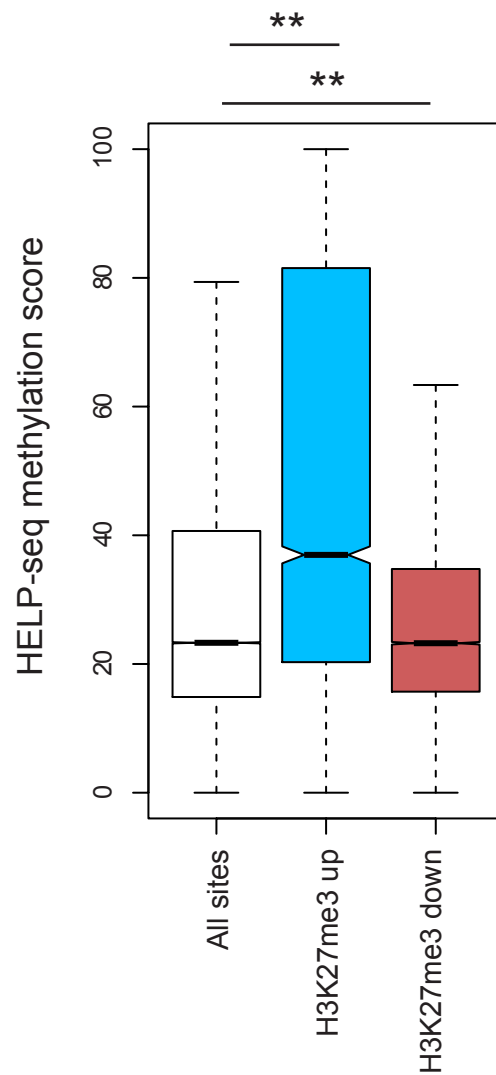

Figure S3. H3K27me3 changes upon DNA hypomethylation are associated with DNA methylation levels in wildtype cells as measured by HELP-tag-seq. Boxplot showing the CpG methylation score in Dnmt1<sup>+/+</sup> MEFs as calculated by HELP-tag-seq for sites within regions defined as H3K27me3 up and down by ChIP-seq. \*\*  $p < 0.0001$  by Wilcoxon rank sum test between the indicated groups.

Figure S4

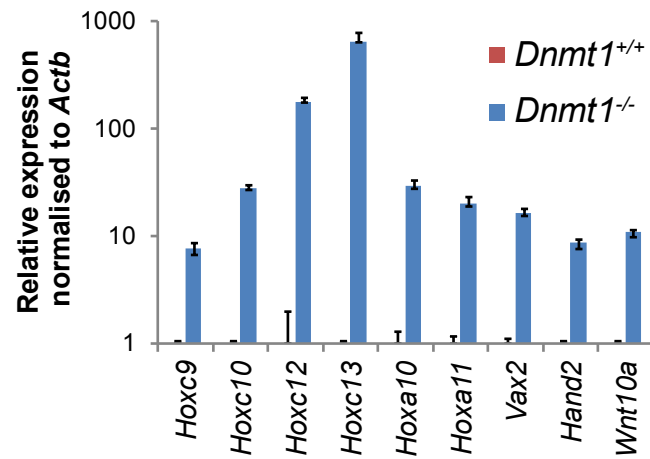

Figure S4. Validation of mRNA upregulation of Polycomb target genes in *Dnmt1*<sup>-/-</sup> MEFs. qRT-PCR quantifying expression of the indicated genes in *Dnmt1*<sup>+/+</sup> and *Dnmt1*<sup>-/-</sup> MEFs. Expression is normalised to Actb and expressed relative to *Dnmt1*<sup>+/+</sup> MEFs. Error bars represent S.E.M. of 3 replicates.

Figure S5

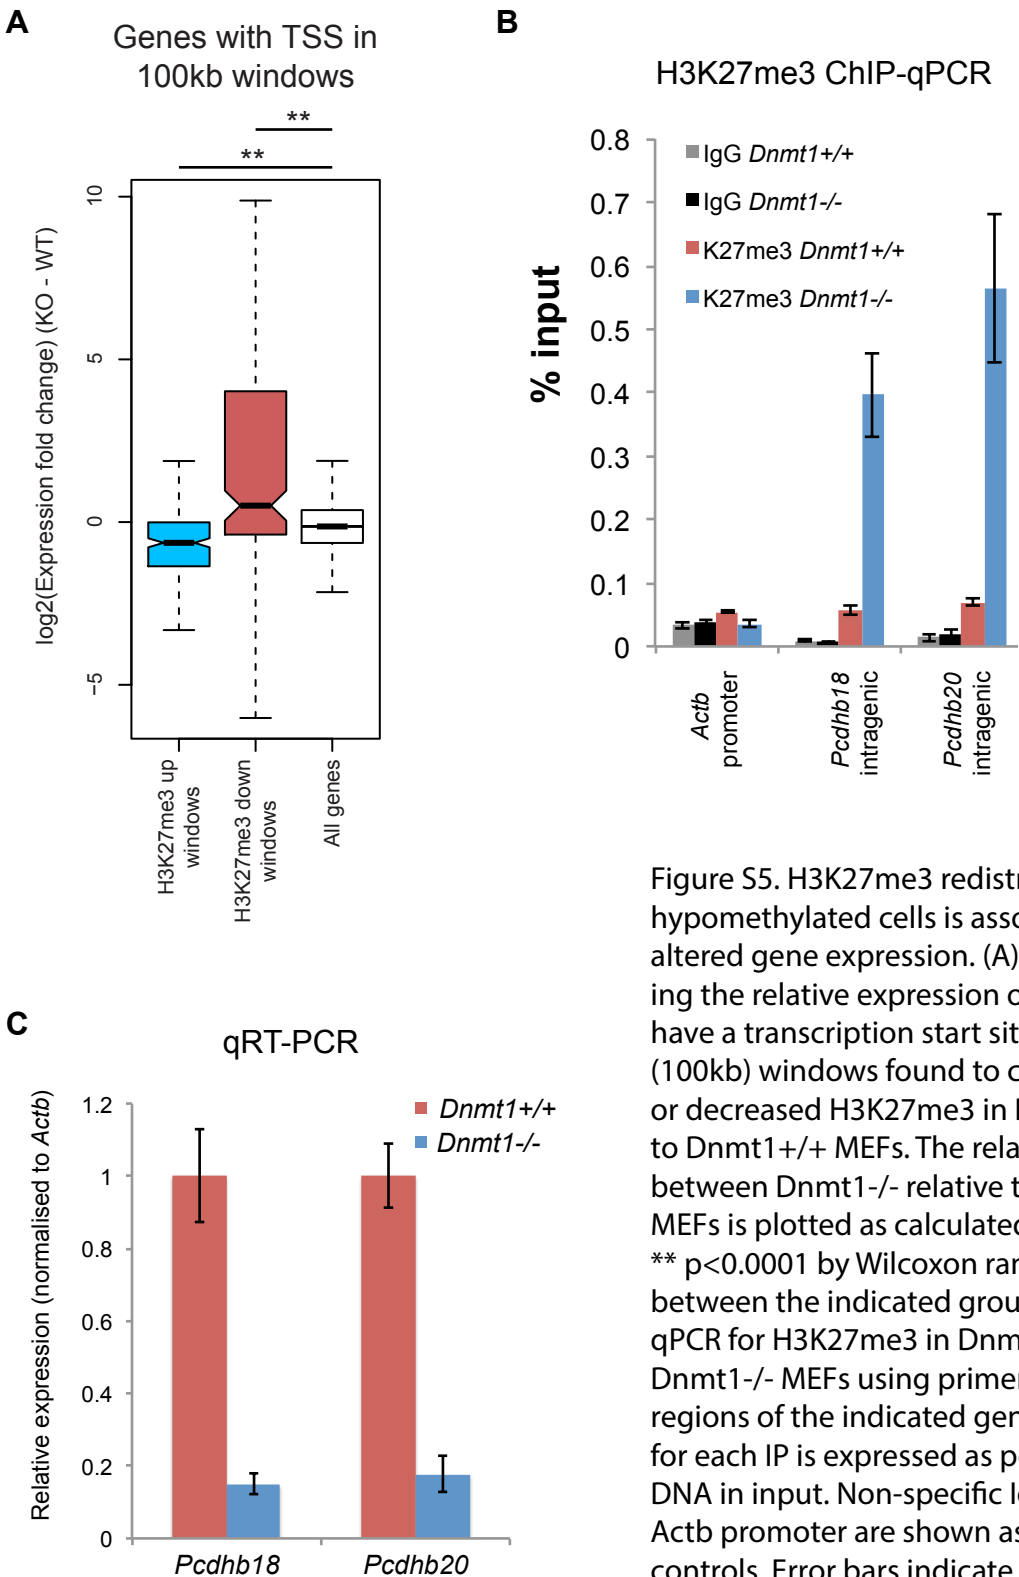

Figure S5. H3K27me3 redistribution in DNA hypomethylated cells is associated with altered gene expression. (A) Boxplot showing the relative expression of genes that have a transcription start site within large (100kb) windows found to contain increased or decreased H3K27me3 in *Dnmt1*<sup>-/-</sup> relative to *Dnmt1*<sup>+/+</sup> MEFs. The relative expression between *Dnmt1*<sup>-/-</sup> relative to *Dnmt1*<sup>+/+</sup> MEFs is plotted as calculated by mRNA-seq. \*\*  $p < 0.0001$  by Wilcoxon rank sum test between the indicated groups. (B) ChIP-qPCR for H3K27me3 in *Dnmt1*<sup>+/+</sup> and *Dnmt1*<sup>-/-</sup> MEFs using primers for intragenic regions of the indicated genes. Enrichment for each IP is expressed as percentage of DNA in input. Non-specific IgG IP and the *Actb* promoter are shown as negative controls. Error bars indicate  $\pm$  S.E.M. of 2 experiments. (C) qRT-PCR for the indicated genes in *Dnmt1*<sup>+/+</sup> and *Dnmt1*<sup>-/-</sup> MEFs. Error bars indicate  $\pm$  S.E.M for 3 replicates.

Figure S6

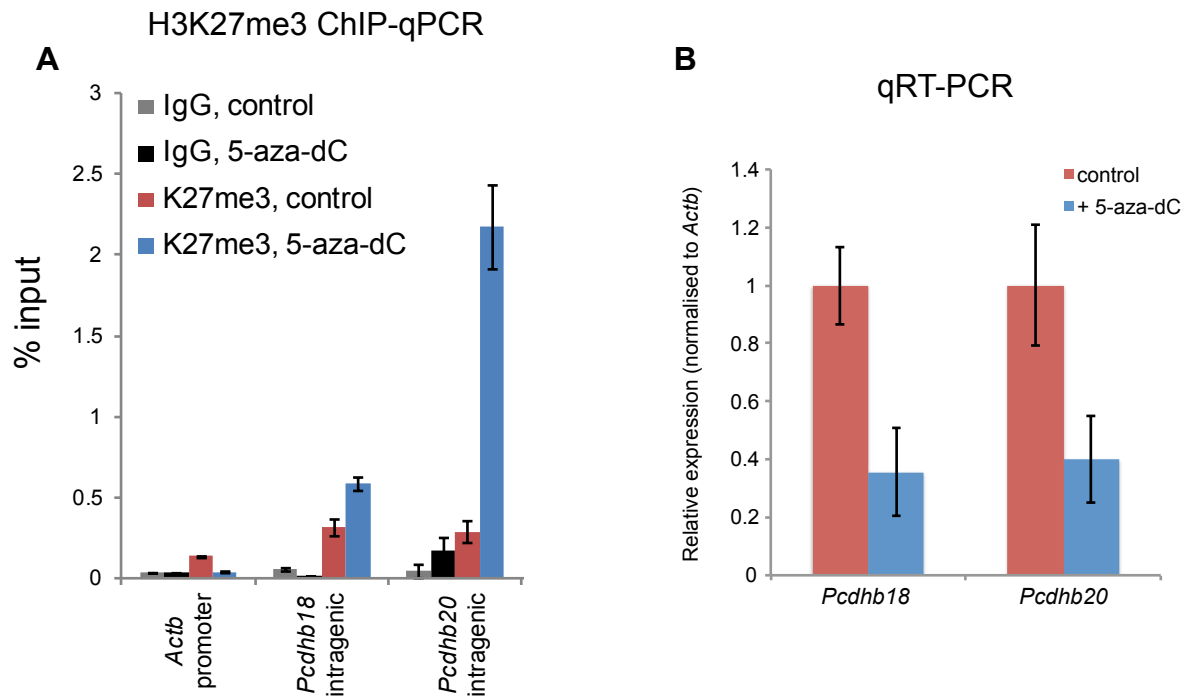

Figure S6. Demethylation using 5-aza-dC results in increased H3K27me3 at regions shown to gain H3K27me3 in Dnmt1<sup>-/-</sup> MEFs. (A) ChIP-qPCR for H3K27me3 in Dnmt1<sup>+/+</sup> MEFs treated with either vector control or 5-aza-dC using primers for intragenic regions of the indicated genes. Enrichment for each IP is expressed as percentage of DNA in input. Non-specific IgG IP and the *Actb* promoter are shown as negative controls. Error bars indicate  $\pm$  S.E.M. of 2 experiments. (B) qRT-PCR for the indicated genes in Dnmt1<sup>+/+</sup> MEFs treated with either vector control or 5-aza-dC. Error bars indicate  $\pm$  S.E.M for 3 replicates.

Figure S7

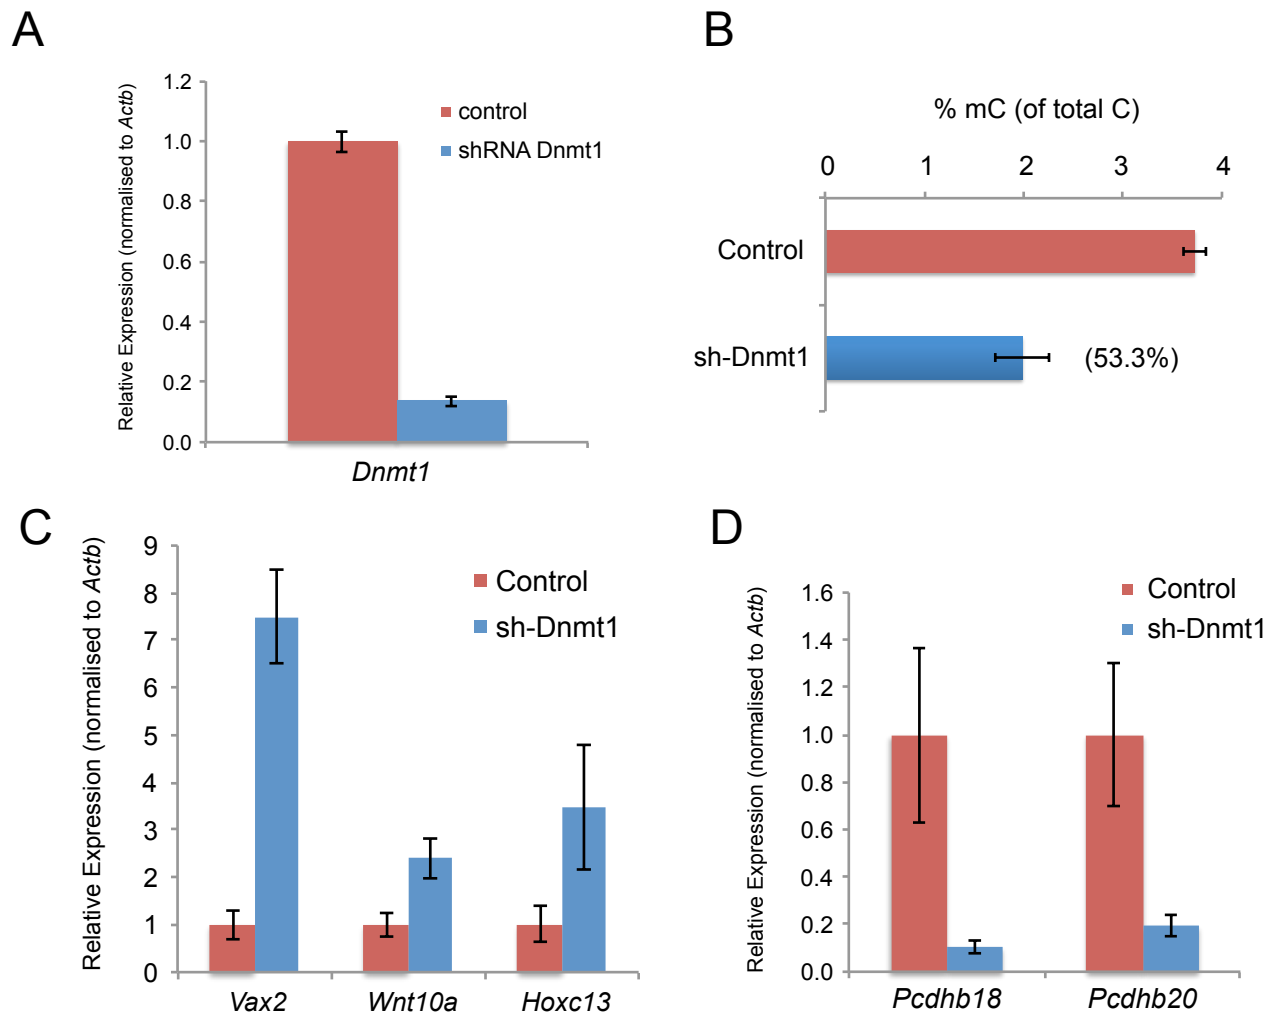

Figure S7. Stable knockdown of Dnmt1 results in DNA hypomethylation and de-repression of polycomb-target genes. (A) Dnmt1<sup>+/+</sup> MEFs stably expressing a short hairpin RNA against Dnmt1 (sh-Dnmt1 cells) show reduced expression of Dnmt1 mRNA by qRT-PCR compared to controls. Error bars indicate  $\pm$  S.E.M of 3 replicates. (B) HPLC shows that global levels of methyl-cytosine in DNA are reduced in sh-Dnmt1 cells. Error bars indicate  $\pm$  S.E.M of 3 replicates. (C) sh-Dnmt1 cells show increased expression of polycomb-target genes relative to controls by qRT-PCR. Error bars indicate  $\pm$  S.E.M of 3 replicates. (D) sh-Dnmt1 cells show reduced expression of H3K27me3 up genes relative to controls by qRT-PCR. Error bars indicate  $\pm$  S.E.M of 3 replicates.

Figure S8

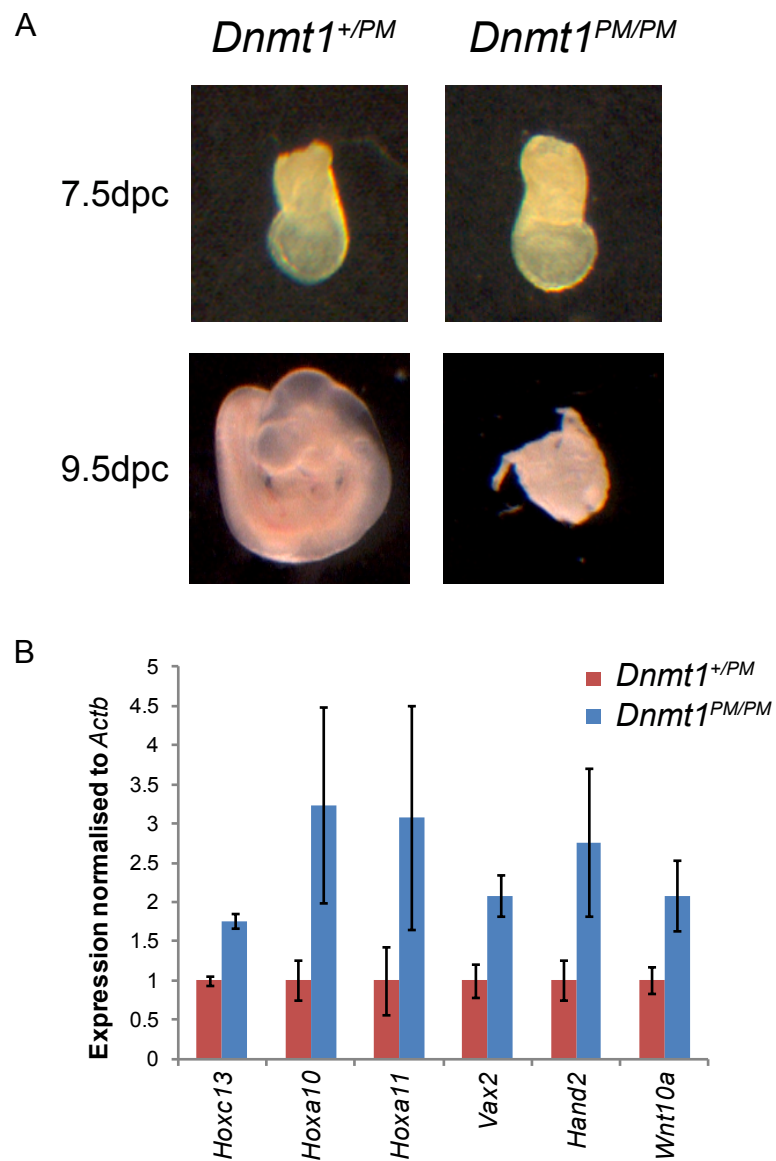

Figure S8. Upregulation of Polycomb target genes in *Dnmt1*-mutant mouse embryos. (A) Representative images of 7.5dpc and 9.5dpc mouse embryos either heterozygous or homozygous for a point mutant of *Dnmt1* (*Dnmt1*<sup>PM</sup> - previously called MommeD2). (B) qRT-PCR quantifying expression of the indicated genes in RNA from 7.5dpc *Dnmt1*<sup>+/*PM*</sup> and *Dnmt1*<sup>*PM/PM*</sup> mouse embryos. Expression is normalised to *Actb* and displayed relative to *Dnmt1*<sup>+/*PM*</sup> embryos. Error bars represent +/- S.E.M. for 3 biological replicates.

## **Text S1: Supplemental Materials and Methods**

### **Native chromatin immunoprecipitation (N-ChIP)**

N-ChIP was performed as described in [1] with the following adaptations. Protein-A coated Dynabeads (Invitrogen) were used throughout. Chromatin was digested with 25U of Mnase (micrococcal nuclease)(Worthington) for exactly 10min at room temperature. Following immunoprecipitation beads were washed three times for 10 min at 4°C in N-ChIP wash buffer (150mM NaCl; 10mM Tris pH8; 2mM EDTA; 1% NP40; 1% sodium deoxycholate w/v). Controls for N-ChIP experiments included a species matched IgG to control for background, negative and positive genomic regions to show specificity, and the use of input DNA to control for technical variations between cell lines or treatments. Antibodies were tested by western blot for recognition of histone-sized proteins only and by specific enrichment at positive control regions by N-ChIP. Enrichments were measured by qPCR.

### **Cross-linked chromatin immunoprecipitation (X-ChIP)**

X-ChIP was performed as described in [1] with the following adaptations. M280 Dynabeads (Invitrogen) coated with sheep anti-mouse IgG were used throughout. Following immunoprecipitation beads were washed once in PBS-RIPA (1xPBS; 1% NP40 v/v; 0.5% sodium deoxycholate w/v; 0.1% SDS w/v; complete EDTA-free protease inhibitor tablet (Roche)), once in X-ChIP wash buffer (150mM NaCl; 10mM Tris pH8; 2mM EDTA; 1% NP40; 0.1% sodium deoxycholate w/v), and once in LiCl wash buffer (100mM Tris pH7.5; 500mM LiCl; 1% NP40; 1% sodium deoxycholate) for 10 min at 4°C each wash. Sonication was performed using a 'Soniprep 150' probe sonicator (MSE) at 6µm amplitude for 30sec on/off cycles for 5 cycles with incubation on ice between cycles. Controls for X-ChIP experiments included a species matched IgG to control for background, negative and positive genomic regions to show specificity, and the use of input DNA to control for technical variations between cell lines or treatments. Antibodies were tested by western blot for recognition of proteins of the expected size and by specific enrichment at positive control regions by X-ChIP. Enrichments were measured by qPCR.

### **Quantitation of ChIP DNA using qPCR**

For ChIP-qPCR, 20µl reactions were performed in duplicate on a LightCycler480 (Roche) using Brilliant II QPCR Master Mix (Agilent), 0.5µl eluted DNA and region specific primers (Table S1). Serial dilutions of input DNA was used to set a standard curve. Enrichments were expressed as percentage of input.

### **Histone and whole-cell extracts**

Whole cell extracts were prepared by lysing cells in SDS loading buffer (60mM Tris pH6.8; 10% glycerol; 2% SDS w/v; 0.01% bromophenol blue w/v; 10mM DTT). The extract was sonicated using a 'Soniprep 150' probe sonicator (MSE)(3 pulses of 30s at 10µm amplitude), centrifuged to remove debris (5min at 20k\*g at room temperature) and then boiled at 95°C for 5min. For histone modifications, the input for native ChIP was used. Protein concentration of extracts was measured by methanol precipitation from SDS loading buffer followed by Bradford assay.

### **Western blotting**

Protein was resolved by sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) using precast NuPAGE 4-12% gradient gels (Invitrogen). Following electrophoresis gels were transferred to PVDF membrane (BioRad) in transfer buffer (25mM Tris; 200mM glycine; 20% methanol v/v) using a GenieBlotter (Idea Scientific). Membranes were blocked with PBS (phospho-buffered saline) with 0.1% Tween20 (Sigma) and 5% non-fat dry milk proteins (Marvel)(PBST-milk) for at least 30min. Detection was performed using 'SuperSignal Western Pico Reagent' chemi-luminescence reagent (Pierce) and 'ECL Hyperfilm' (Amersham).

### **Bisulfite sequencing**

500ng of genomic DNA was bisulfite treated using 'EZ Methylation Gold' kit (Zymo research) according to the manufacturer's instructions. Bisulfite primers were designed using the 'Bisearch' algorithm (<http://bisearch.enzim.hu/>) and are shown in Table S1. Products were amplified by two rounds of PCR, the second using nested primers, then resolved by agarose gel electrophoresis. A negative control reaction containing dH<sub>2</sub>O in place of bisulfite-converted DNA was used for each set of reactions. Products were gel extracted, cloned into pGEM T Easy vector (Promega) and transformed into Library Efficiency DH5 $\alpha$  bacteria (Invitrogen). Blue/white screening was performed using X-gal (Sigma). Plasmid DNA from individual colonies was isolated by miniprep and sequenced using SP6 sequencing primer using the dideoxy sequencing method. The sequences were imported into the 'BioEdit' program (<http://www.mbio.ncsu.edu/bioedit/bioedit.html>) and aligned to a reference sequence for the region, created by *in silico* bisulfite treatment, using the 'ClustalW' inbuilt program. Clones with identical sequences were removed due to the possibility of PCR bias. Clones with <95% conversion rate of C to T were excluded. The methylation status of each CpG dinucleotide from each bacterial clone was assessed by the presence or absence of C to T conversion in the PCR product, and visualised using 'QUMA' online program [2] (<http://quma.cdb.riken.jp/>). The overall percentage CpG methylation was calculated for each region.

### **Preparation of cDNA and qRT-PCR**

Where possible, RNA was treated with DNase to remove any DNA contamination using 'TURBO DNase-free' (Ambion) according to manufacturer's instructions. In addition, all primers used for RT-PCR are intron-spanning to avoid amplification of genomic DNA (Table S1). Between 200ng and 5 $\mu$ g of total RNA was used as a template for cDNA synthesis by reverse transcription primed by oligo-dT primers (Promega) using Superscript III (Invitrogen). Negative control cDNA synthesis reactions were performed without the addition of the reverse transcriptase. qRT-PCR primers (Table S1) were designed using the 'Primer3' program (<http://frodo.wi.mit.edu/primer3/>) and were screened for the formation of multiple products or extensive primer-dimers. qPCR on cDNA was performed in duplicate using a LightCycler480 (Roche) and Brilliant III QPCR Master Mix (Agilent). Serial dilution of a

cDNA sample known to contain the target transcript was performed to calculate a standard curve. Relative abundance of each target in the measured samples was calculated and normalised to *Actb* as a loading control. Standard error of the mean was calculated and propagated where necessary.

### **Data analysis: General**

The mm9 (July 2007, NCBI37) build and annotation of the mouse genome was used throughout this study. The 'R' statistical environment (<http://www.R-project.org>)(version 2.12.1) and a local version of the 'Galaxy' platform [3-5] were used for multiple methods in this section.

### **Data analysis: ChIP-chip**

Data was extracted using NimbleScan v2.5 (NimbleGen). Quality control included pair-wise comparisons of data to ensure a good correlation between replicates. Dye-bias was corrected by intra-array lowess normalisation using the *limma* package [6]. Systematic variation between arrays was corrected by inter-array scale normalisation using the *limma* package [6]. In general, ChIP-chip data was expressed as the log<sub>2</sub> ratio of immunoprecipitated DNA to input DNA (log<sub>2</sub>(IP/INP)), which was calculated for each probe. For NimbleGen promoter microarrays, genomic regions covered by the array were defined as promoters of RefSeq transcripts if the transcript transcription start site falls within the covered region. Promoters differentially marked by a given histone modification between conditions were defined as follows. The mean log<sub>2</sub>(IP/INP) for all probes in a promoter region was calculated. A two-tailed t-test was performed between the 3 replicates of each condition. The p-values were corrected for multiple testing by the Benjamini-Hochberg method [7], yielding q-values (equivalent to false discovery rate). To be defined as differentially marked between conditions, a promoter region must have a q-value < 0.05 and a difference in log<sub>2</sub>(IP/INP) > 0.5 (or < -0.5). Gene ontology (GO) enrichments were assessed using 'Babelomics 4.2' (<http://babelomics.bioinfo.cipf.es/>), specifically the 'FATIGO' program. This program performs a two-tailed Fisher's exact test on the GO terms from two

lists of genes that are provided by the user. As multiple hypotheses are questioned, the p-value is corrected by the false discovery rate (FDR) procedure of Benjamini and Hochberg [7], yielding a q-value. A list of promoters covered by the promoter microarray was used as background. For a background for GO analysis, we defined promoters that are marked by H3K27me3 in control cells as having a mean  $\log_2(\text{IP}/\text{INP}) > 0.7$ .

### **Data analysis: ChIP-seq**

ChIP-seq reads were generated on an Illumina Genome Analyser II and mapped to the mm9 build of the mouse genome using the bowtie short read aligner [8]. Where a read mapped to a number of potential locations, only the best hit was retained (in terms of the number of mismatches and their qualities; as specified by the bowtie '-best' parameter). Approximately 36 million reads were successfully mapped for each sample (see Table S2 for exact numbers). BEDTools [9] was used to count mapped reads that overlap genomic windows. Two different window sizes were used: 1kb (200bp slide) and 100kb (20kb slide). A Fisher's exact test was applied to look for windows with differential numbers of mapped reads. For 1kb windows, those containing less than a total of 20 reads from both conditions were excluded. The p-values were corrected for multiple testing by the Benjamini-Hochberg method [7] yielding q-values. Windows were considered significantly different between conditions if their  $q < 0.05$  and their odds ratio is  $> 3$  (or  $< 0.33333$ ). Pile-up of reads around H3K27me3 marked genes was performed as follows. The top 10% of promoters were selected from NimbleGen promoter ChIP-chip data ranked by mean H3K27me3 enrichment in *Dnmt1*<sup>+/+</sup> MEFs. The mm9 RefGene table was used to define genomic coordinates for these genes. BEDTools was used to count the number of H3K27me3 sequence reads that overlap 100bp sliding windows around and within genes. Within genes, windows were positioned with regular spacing according to proportions of gene length (e.g. at 10%, 20% of the genes length). The mean number of overlapping reads was plotted.

### **Data analysis: Reduced Representation Bisulfite Sequencing**

BaseClear (Netherlands) performed quality control, sequence processing and mapping of sequence reads as per their 'EpiQuest Genome-wide Basic' service package. Sequence depth was determined per CpG dinucleotide as the number of reads where methylation status could be determined and CpGs with a depth less than 10 reads in either condition were excluded. Methylation status of the remaining CpGs was calculated as the percentage of methyl-cytosine in total cytosine.

### **Data analysis: HELP-tag-seq**

Analysis of HELP-tag-seq data was performed as described in [10]. A cut-off of  $c=10$  was used to filter sites with few tags. A more intuitive 'Methylation Score' was calculated from the angle value for each remaining CCGG site as follows. First, the angle values were manipulated to meet a range of 100 (0-100), as opposed to 90 (0-90). Then, this manipulated angle value was subtracted from 100, yielding higher values for more methylated sites.

### **Data analysis: Illumina BeadChip Expression Microarray**

Data from Illumina BeadChip expression microarrays were processed using the *lumi* R package according to [11]. Background subtraction was performed using the 'forcePositive' option to ensure that only positive values were achieved. Data was transformed using Variance Stabilising Transformation [12] and normalised using Robust Spline Normalisation. The mean signal for each gene across replicates was calculated and used to calculate fold change between treatments.

### **Data analysis: mRNA-seq**

Data from mRNA-seq was processed using the Tuxedo suite of programs [13]. Sequence reads were mapped to the mm9 genome using the Tophat program [13-14]. For the number of successfully mapped sequence reads see Table S2. Transcripts were assembled using the

Cufflinks program [13-14]. Transcript abundance and differential expression was measured using the Cuffdiff program [13]. Only transcripts where enough reads were achieved for quantification were included (as determined by 'status - OK'). 

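The status is a label that Cuffdiff gives each entry. Status OK does not by itself mean that RNA was found, as Chdh had status OK and was listed at 0 in both libraries. Of the 29126 entries in the deposited table, 23075 had the status OK. A further 5946 had the status NOTEST, 94 the status FAIL and 11 the status LOWDATA. Of the entries with status OK, 14865 carried a gene symbol and 164 carried 2 or more symbols joined in one entry. The 8210 entries without a symbol had a median locus length of 353 bp. They held 95.7% of the summed RPKM of the status OK entries in Dnmt1+/+ and 95.9% in Dnmt1-/-.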

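An RPKM of 0 in one library makes the ratio of the libraries infinite, and an arbitrary value has to take its place. Among the 14865 entries with status OK and a gene symbol, 438 were listed at 0 in Dnmt1+/+ only, 311 in Dnmt1-/- only and 591 in both. The ratio of an entry at 0 in both is undefined. The replacement value does not affect a median as long as fewer than 50% of a list is infinite and it lies beyond the median. For genes in windows with decreased H3K27me3 the median log2 ratio was 0.28 both with infinite values set to 10 and with infinite values set to log2(10).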

Infinite relative expression values (where RPKM in one condition is 0) were set to a maximum  $\log_2(10)$ . For determining a list of >2-fold upregulated genes for plotting a venn diagram, transcripts were defined by fold change and by having  $q < 0.05$  (p-value corrected for multiple testing by Benjamini Hochberg method).

### Supplementary references

1. Eskeland R, Leeb M, Grimes GR, Kress C, Boyle S, et al. (2010) Ring1B compacts chromatin structure and represses gene expression independent of histone ubiquitination. *Mol Cell* 38: 452-464.
2. Kumaki Y, Oda M, Okano M (2008) QUMA: quantification tool for methylation analysis. *Nucleic Acids Res* 36: W170-175.
3. Blankenberg D, Von Kuster G, Coraor N, Ananda G, Lazarus R, et al. (2010) Galaxy: a web-based genome analysis tool for experimentalists. *Curr Protoc Mol Biol* Chapter 19: Unit 19 10 11-21.
4. Giardine B, Riemer C, Hardison RC, Burhans R, Elnitski L, et al. (2005) Galaxy: a platform for interactive large-scale genome analysis. *Genome Res* 15: 1451-1455.
5. Goecks J, Nekrutenko A, Taylor J, Team G (2010) Galaxy: a comprehensive approach for supporting accessible, reproducible, and transparent computational research in the life sciences. *Genome Biology* 11.
6. Smyth GK, Speed T (2003) Normalization of cDNA microarray data. *Methods* 31: 265-273.
7. Benjamini Y, Hochberg Y (1995) Controlling the False Discovery Rate - a Practical and Powerful Approach to Multiple Testing. *Journal of the Royal Statistical Society Series B-Methodological* 57: 289-300.
8. Langmead B, Trapnell C, Pop M, Salzberg SL (2009) Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biology* 10: R25.
9. Quinlan AR, Hall IM (2010) BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* 26: 841-842.
10. Suzuki M, Jing Q, Lia D, Pascual M, McLellan A, et al. (2010) Optimized design and data analysis of tag-based cytosine methylation assays. *Genome Biol* 11: R36.
11. Du P, Kibbe WA, Lin SM (2008) lumi: a pipeline for processing Illumina microarray. *Bioinformatics* 24: 1547-1548.
12. Lin SM, Du P, Huber W, Kibbe WA (2008) Model-based variance-stabilizing transformation for Illumina microarray data. *Nucleic Acids Research* 36.
13. Trapnell C, Roberts A, Goff L, Pertea G, Kim D, et al. (2012) Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nat Protoc* 7: 562-578.
14. Trapnell C, Williams BA, Pertea G, Mortazavi A, Kwan G, et al. (2010) Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. *Nat Biotechnol* 28: 511-515.

**Table S1. Primer sequences used in this study**

| Primer pair name  | Application | Target                  | Sequence of forward and reverse primers (5'-3') |
|-------------------|-------------|-------------------------|-------------------------------------------------|
| RT_Actb           | RT          | <i>Actb</i>             | AGAGCTATGAGCTGCCTGACG; TGTGTTGGCATAGAGGTCTTTACG |
| RT_Hoxc9          | RT          | <i>Hoxc9</i>            | CAGCAAGCACAAAGAGGAGA; CGACGGTCCCTGGTTAAATA      |
| RT_Hoxc10         | RT          | <i>Hoxc10</i>           | GACACCTCGGATAACGAAGC; CCTCTTCTTCTTCCGCTCT       |
| RT_Hoxc12         | RT          | <i>Hoxc12</i>           | TCAACGAGGGCAATAAGAGC; AGCTGCAACTTCGAATACGG      |
| RT_Hoxc13         | RT          | <i>Hoxc13</i>           | TACCAGCACTGGGCTCTTTC; CTCACCTCGGGCTGTAGAGG      |
| RT_Hoxa10         | RT          | <i>Hoxa10</i>           | CAGCCCCCTCAGAAAACAGT; TGTAAGGGCAGCGTTTCTTC      |
| RT_Hoxa11         | RT          | <i>Hoxa11</i>           | GTCTTCCGGCCACACTGA; GAACTCTCGTCCAGCTCTC         |
| RT_Pcdhb18        | RT          | <i>Pcdhb18</i>          | AGCCTTGGCATCTGTGTCTT; CAGTGTCTGTACCGCTGA        |
| RT_Pcdhb20        | RT          | <i>Pcdhb20</i>          | GAGCTGGTTCTGGACAAAGC; GGGACCTGCACCTCATAGAA      |
| RT_Dnmt1          | RT          | <i>Dnmt1</i>            | CTCCCCAGGCCTTTACTTTC; TGCTCAGGGTACAGGGTCTC      |
| RT_Vax2           | RT          | <i>Vax2</i>             | AGTATGTGGTGGGCCGAGAG; CTGGTCTTCTTCTGCTTGG       |
| RT_Hand2          | RT          | <i>Hand2</i>            | TCAAGGCGGAGATCAAGAAG; TGGTTTTCTTGTGCTTGCTG      |
| RT_Wnt10a         | RT          | <i>Wnt10a</i>           | CCTCACAGAGACATCCATGC; CCGTGGCATTTCACCTTAC       |
| ChIP_Actb         | ChIP        | Promoter                | GAATGTGGCTGCAAAGAGTCTAC; CTCGCTCTCTCGTGGCTAGTA  |
| ChIP_Hoxc4        | ChIP        | Promoter                | CATCGATCCGAAATTCCTC; TACAGCTCCTGGTGGTGATG       |
| ChIP_Hoxc5        | ChIP        | Promoter                | CGGCTTCCATCACTAACCTC; ATGCGCTCTTCCCAAATAAG      |
| ChIP_Hoxc8        | ChIP        | Promoter                | CCTATTACGACTGCCGGTTC; CGTGGTGAAGAAGTCTTG        |
| ChIP_Hoxc9        | ChIP        | Promoter                | TCAGTCTGGGCTCCAAAGTC; AGAGGTAGCCTCCCAGAAC       |
| ChIP_Hoxc10       | ChIP        | Promoter                | GCTAGGTGGCGCTGTACTC; CCAATGGGATTGAAAAATGG       |
| ChIP_Hoxc11       | ChIP        | Promoter                | GGCAGGAGAAGAGAACGATG; TGGGCAGATAGAGGTTGGAG      |
| ChIP_Hoxc12       | ChIP        | Promoter                | AAATCTGTTCTGCCTTTCG; TCTACTCACGTGGGCGCTAC       |
| ChIP_Hoxc13       | ChIP        | Promoter                | AGACCCAGGCTTAGCATCAC; TAAGAAATCCGGCGACTCC       |
| ChIP_Hoxa10       | ChIP        | Promoter                | TAGCCCTTCTGGCTGACAT; ACGAAACAACTGGGAGTG         |
| ChIP_Hoxa11       | ChIP        | Promoter                | GAAGGGAGGCTGGAGAAATC; AGCCCAATGATGGATTTTGA      |
| ChIP_Vax2         | ChIP        | Promoter                | CCTCCCCTGTCTCTCTTCC; CTGGGGTCCAGGACTCTG         |
| ChIP_Hand2        | ChIP        | Promoter                | CTCGGCAATTAGCAACGTG; CGCTCGGGTTAATATATGTCTG     |
| ChIP_Wnt10a       | ChIP        | Promoter                | TTCAACCAGGAGGGTGAGAG; GGGTGCTTTGAGACATGACC      |
| ChIP_Chdh         | ChIP        | Promoter                | TCAGCTAAACGGATGGGAAC; GGGCCATGTTGCTAGTGTG       |
| ChIP_Pcdhb18      | ChIP        | Intragenic CGI          | CAGACCGAGGCTCACCTG; ATCGGGTAGAGCACGAAGG         |
| ChIP_Pcdhb20      | ChIP        | Intragenic CGI          | GAACCTGGCTACCTGGTCAC; CCTGGCTCTGTAGCCTTGAG      |
| ChIP_intergenic_1 | ChIP        | chr17:10557867-10558579 | CCGGTGAATTCGGATTCTTA; TGTGCTAGCTTTGTGCGTAA      |
| ChIP_intergenic_2 | ChIP        | chr3:79894156-          | AAAAACCGGGTCATCTCTCTT; TTCCCCGAAAACCTAAAGACG    |

|                          |    |                             |                                                          |
|--------------------------|----|-----------------------------|----------------------------------------------------------|
| 79894866                 |    |                             |                                                          |
| BS_Hoxc9                 | BS | Promoter                    | GTTTGTGTTGTTGTTGAGATTTT; CCCAAAACAAAATTACCTATACT         |
| BS_Hoxc9 (nested)        | BS | Promoter                    | GATAATTTAGGTTGGGAGGGAGTAT; CCCTATACTCTAATTCAATAACTCTAAAC |
| BS_Hoxc10                | BS | Promoter                    | GGAGTTATAGGTTGATTTTTTAGT; AAAAATAACATCTTTTTTCCCC         |
| BS_Hoxc10 (nested)       | BS | Promoter                    | TATAGGTTGATTTTTTAGTAAATAAG; ACTAATCTTTTTTCCCCATC         |
| BS_Hoxc13                | BS | Promoter                    | GTTTTTAAAAAGTTGGAGTAG; TAACTACCCCAAATAAATAAC             |
| BS_Hoxc13 (nested)       | BS | Promoter                    | AAGTTGGAGTAGATTATGTTATGA; CAAATAATAACCATAACCC            |
| BS_Hoxa10                | BS | Promoter                    | GTGTAAATTAGAGTGGGTGGT; CAAACATCAAAAAAAAAAACT             |
| BS_Hoxa10 (nested)       | BS | Promoter                    | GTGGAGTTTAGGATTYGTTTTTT; CAAAAAAAAAACTCTACTACC           |
| BS_Vax2                  | BS | Promoter                    | TAGGGAGGGATTGTTATTTT; CAAAAAAAAACAATAAATACCC             |
| BS_Vax2 (nested)         | BS | Promoter                    | TTATTTTGAGTTAGGATTAG; ACACTTAATAACCCAAAAA                |
| BS_Hand2                 | BS | Promoter                    | ATTGGGGGGAAATATTTTAA; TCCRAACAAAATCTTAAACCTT             |
| BS_Hand2 (nested)        | BS | Promoter                    | TTATGGTTGATAAAGGGT; TCTTAAACCTTAAAAACAC                  |
| BS_Wnt10a                | BS | Promoter                    | AGTATGTTATTTTTGTGGTGA; ACACAACCTCTACTCAAATC              |
| BS_Wnt10a (nested)       | BS | Promoter                    | GAATTTTATAGATTATATATGGGG; ACTCTACTCAAATCACAAT            |
| BS_Pcdhb18 CGI           | BS | Intragenic CpG island       | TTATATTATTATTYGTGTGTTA; AACACCAACATTCTATCCA              |
| BS_Pcdhb18 CGI (nested)  | BS | Intragenic CpG island       | GTTAATTTAAGATTATAGATG; AACCAAACATTCTATCCAAA              |
| BS_Pcdhb20 CGI           | BS | Intragenic CpG island       | TAAAGATTAGGTTTAAATG; ACCAACCTATACTTAAACACAT              |
| BS_Pcdhb20 CGI (nested)  | BS | Intragenic CpG island       | GGTTTTAATGTTTATATTATTATT; CTAACCTATAACCTTAAAC            |
| BS_intergenic_1          | BS | chr17:10557961<br>-10558364 | GTTTATGTGTTAGATAAGTAGGTA; AATCCCACCAAAAAAAAAACT          |
| BS_intergenic_1 (nested) | BS | chr17:10557961<br>-10558364 | GTTGGATTATTTATTTTATTTAG; AAAAACTATCTCTCAACAACCT          |
| BS_intergenic_2          | BS | chr3:79894354<br>-79894729  | GTGATAAAGAATTAGTATTGAG; CATAACAACTTAAAAAAC               |
| BS_intergenic_2 (nested) | BS | chr3:79894354<br>-79894729  | AAAGAATTAGTATTGAGATTAT; AACACCACCAATTAATTC               |

Table S1 - Primer sequences used in this study. RT=qRT-PCR, BS=bisulfite sequencing. For bisulfite sequencing some primers contain mixed bases. Y=Pyrimidine (C or T), R=Purine (G or A).

**Table S2. Number of reads mapped in ChIP-seq and mRNA-seq experiments**

| Experiment | Sample                               | Type of sequencing          | Number of mapped reads |
|------------|--------------------------------------|-----------------------------|------------------------|
| ChIP-seq   | H3K27me3 <i>Dnmt1</i> <sup>+/+</sup> | 36bp single-end             | 36,488,593             |
|            |                                      | Illumina Genome Analyser II |                        |
|            | H3K27me3 <i>Dnmt1</i> <sup>-/-</sup> |                             | 36,062,432             |
|            |                                      |                             |                        |
|            | H3K4me3 <i>Dnmt1</i> <sup>+/+</sup>  |                             | 36,751,459             |
|            |                                      |                             |                        |
|            | H3K4me3 <i>Dnmt1</i> <sup>-/-</sup>  |                             | 35,931,255             |
|            |                                      |                             |                        |
| mRNA-seq   | <i>Dnmt1</i> <sup>+/+</sup>          | 50bp single end             | 56,211,625             |
|            |                                      | Illumina HiSeq2000          |                        |
|            | <i>Dnmt1</i> <sup>-/-</sup>          |                             | 60,072,435             |

How the deposited data were processed for this re-analysis (not part of the article)

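Messenger RNA was measured by strand-specific mRNA-seq in 1 library of Dnmt1+/+ MEFs and 1 library of Dnmt1-/- MEFs, with 50 bp single-end reads. The authors mapped the reads to mm9 with Tophat, assembled transcripts with Cufflinks, and computed with Cuffdiff the RPKM values that they deposited, 1 column per library, together with a status for each entry. The versions of these programs, and whether Cuffdiff scaled the libraries beyond the number of mapped reads, are not stated in the paper's text. Whether the strand of the reads was used in assigning them to overlapping genes is likewise not stated, so values of overlapping sense and antisense genes, such as Hoxa11 and Hoxa11as, are uncertain. The columns are named for the wild-type and the knock-out, and the legend of Figure 1 defines these as Dnmt1+/+ and Dnmt1-/- MEFs. ChIP-chip, ChIP-seq reads, expression microarrays, DNA methylation and qPCR measurements were not analysed here, apart from the list of 100 kb H3K27me3 windows in the paper's Additional file 3.

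From the deposited RPKM values, log2(RPKM + 0.1) was taken, and the change of a gene is the difference between the Dnmt1-/- and Dnmt1+/+ libraries on this scale. This scale understates the change of genes with low RPKM. Genes were kept with status OK, a gene symbol, and an RPKM of at least 1 in one library or the other, so that genes that fell are kept as well as genes that rose. Leaving out entries without a gene symbol was decided after the table had been seen. The median log2 change of the 11244 genes kept was -0.14. Paralogs such as Tuba3a and Tuba3b could share reads, and their values are uncertain.

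The depth is known from the paper's Table S2, with 56211625 mapped reads for Dnmt1+/+ and 60072435 for Dnmt1-/-. The RPKM values carry no counts, so neither an interval nor a detection limit is given for a gene, and a value of 0 is reported as listed at 0. With 1 library per genotype there is no estimate of the spread between replicates, and the values describe these 2 libraries. No p-value was computed across genes. A list of genes was described by its median log2 change and by the percentile of that median among 10000 random lists of the same size. These were drawn with a fixed seed in 20 bins of mean expression. For genes in windows and germline genes, the pool drawn from also held the list's own genes. For X-linked genes the random lists were drawn from autosomal genes. Simulated data were made by shuffling the changes of the 11244 genes, and lists of 200 genes were shifted by 0.25, 0.5 or -0.5. They fell outside the middle 95% of 2000 random lists in the right direction in 20 of 20 draws each. Lists without a shift fell outside in 1 of 20. Shuffling removed the dependence between neighbouring genes and any link of change to expression. Smaller lists were not simulated, so these rates do not carry over to them.

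A gene was placed in a 100 kb window by its transcription start site, taken from the NCBI37 annotation by gene symbol for 11087 of the 11244 genes and set to the midpoint of the locus for 157. Genes in both kinds of window were left out of both lists. Coordinates are 1-based, in NCBI37 (mm9).

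The genes named were chosen by a rule set before the data were examined. They are the genes that the paper names for an RNA or promoter measurement, all genes of the 4 Hox clusters, genes linked to the sex chromosomes, a list of imprinted genes, a list of germline genes, and the 5 largest rises and 5 largest falls. One gene covered by this rule is not reported here. The rule also asked for an authors' q-value below a threshold. No q-value was used here, so the rises and falls were taken without it, and the planned number of genes with such a q-value was not computed. Lists of positional genes, of genes that escape X inactivation, of germ cell transcripts and of ubiquitously expressed genes were added after the table had been opened. Psma1, and the escape and positional genes given by name, were chosen after their values were seen. The alternatives were other pseudocounts (1 and 0.01), the log2 ratio without a pseudocount, no filter or a filter on the mean RPKM, subtraction of the median change, a 1.5-fold threshold, autosomes only, other ways to place a gene in a window, a stricter odds ratio of 4 for the windows, and Hox genes left out. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.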

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

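The paper does not report on the sex chromosomes, the fall of HoxB genes, germline genes or whole chromosomes, and these results are listed because signals appeared there. The tests of the library labels, of the chromosome Y windows, of the scaling of HoxB genes and of the germline genes were chosen after the results were seen.

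Xist, on the X chromosome from 100655714 to 100678556, had an RPKM of 37.0 in Dnmt1-/- MEFs and 0.00648 in Dnmt1+/+ MEFs. All 4 Y-linked genes with status OK were lower in Dnmt1-/-. Ddx3y, Eif2s3y and Kdm5d, at 13.9, 18.8 and 5.90 RPKM in Dnmt1+/+, were listed at 0 in Dnmt1-/-, and Uty fell from 3.71 to 0.0135. Usp9y was listed at 0 in both libraries, and Tsix was at 0.00311 and 0 RPKM. Swapped library labels are argued against by Dnmt1, whose RPKM in Dnmt1-/- was 0.223 times that in Dnmt1+/+. Full silencing of a single X chromosome by Xist would lower X-linked genes by 1 or more on the log2 scale, but their median lay only 0.25 below that of autosomal genes (a difference of -0.25). A partial silencing, or silencing in some of the cells, stays open. A candidate explanation is that the Dnmt1-/- line has 2 X chromosomes, 1 of them inactive, and the Dnmt1+/+ line 1 X and 1 Y. The median of 9 genes that escape X inactivation was 0.13 above that of all X-linked genes, at the 67.3 percentile of matched lists of X-linked genes. This cannot be told apart from no difference with 9 genes, of which Eif2s3x rose from 62.2 to 93.4 RPKM and Kdm5c fell from 39.2 to 22.8. The paper's text does not give the sex of the embryos the lines came from. De-repression of Xist by loss of DNA methylation is a biological explanation that the design names, and it was not tested apart from these.

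Of the paper's windows with increased H3K27me3, 77.7% are on the X chromosome and 254 on autosomes. Of those with decreased H3K27me3, 56 are on the Y chromosome and 539 elsewhere. The median odds ratio that the paper lists for the Y windows was 0.150, against 0.260 for the other windows with decreased H3K27me3. Only windows past the paper's cut-off are listed, so a low median is in part set by that choice. The highest odds ratio of a Y window was 0.330. Summed over overlapping windows, the Y windows held 103747 reads in Dnmt1+/+ and still 7574 in Dnmt1-/-. With the missing Y-linked RNA, absence of the Y sequence from the Dnmt1-/- line is a candidate explanation, which the odds ratios cannot decide. In that case these windows would not measure H3K27me3. The X windows may carry the H3K27me3 of an inactive X chromosome, which the expression data do not test. The lower expression of genes in windows with increased H3K27me3 does not rest on X-linked genes alone, since the median of the 22 autosomal genes was at percentile 0 of matched random lists. The higher expression of genes in windows with decreased H3K27me3 likewise does not rest on Hox genes alone, since the median without them was at percentile 100.

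Of the 9 HoxB entries that could be compared, 6 were more than 2-fold lower in Dnmt1-/-. A difference in scaling is argued against as the whole cause, since 5 remained more than 2-fold lower after the median change of all genes was subtracted. Among 23 positional genes outside the Hox clusters, which mark where in the body a fibroblast came from, 52.2% changed more than 2-fold, with 4 higher and 8 lower. In matched random lists the share was 21.7% in the median, with 95% of lists between 4.35% and 39.1%, and the observed share was at percentile 99.95. Six2 fell from 11.5 to 0.00236 RPKM, Dlx5 from 3.56 to 0.0503 and Zic1 from 6.01 to 0.522, and Pitx1 rose from 1.02 to 13.5 and Tbx1 from 0.0395 to 6.84. This could reflect fibroblasts of different anatomic origin in the 2 lines, which could also bear on the posterior HoxA, HoxC and HoxD genes. The paper reports that Hox genes were de-repressed as well when Dnmt1+/+ MEFs were treated with an inhibitor of DNA methylation. It rules out differing origin for that experiment, but not that origin enhanced the change in Dnmt1-/- MEFs. Positional genes can be Polycomb targets as well, so the loss of H3K27me3 that the paper reports stays open as a cause for the 4 that were higher. Loss of a repressive mark would raise expression. The 8 positional genes and 6 HoxB entries that were more than 2-fold lower therefore argue against it as their direct cause. All 9 HoxB entries lie in windows with decreased H3K27me3. The 2 libraries do not separate line from genotype.

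Among listed germline genes, the median log2 change of the 20 with status OK was 3.25, at percentile 100 of lists matched on mean expression. That mean includes the Dnmt1-/- value, so the matched genes need not be silent in Dnmt1+/+. A gene at or near 0 there can hardly change except upward, which this match cannot exclude as a cause. Of these 20 genes, 15 were more than 2-fold higher and 1 more than 2-fold lower (Sycp3, from 0.338 to 0.0543 RPKM). Whether a gene silent in Dnmt1+/+ has status OK may itself depend on whether it rose. With the 11 listed entries of status NOTEST included, whose log2 changes lay between 0 and 0.66, the median of 31 entries was 0.66. That value is the change of Dpep3, a NOTEST entry that went from 0 to 0.058 RPKM. The alternative was chosen after the result was seen, and 15 of the 31 were more than 2-fold higher. The median of 0.66 was also at percentile 100 of matched lists. Tex13, at 37.9 RPKM, was listed at 0 in Dnmt1+/+, and Tex19.1 rose from 0.0186 to 32.1. Germ cells in the culture are argued against by 6 germ cell transcripts (Dazl, Ddx4, Mael, Sycp1, Sycp3 and Hormad1). The highest of these in Dnmt1-/- was Dazl at 0.119 RPKM. All 6 are also listed germline genes, so their low values equally limit how far de-repression could have reached. Dazl, even at that value, is counted among the 15 genes more than 2-fold higher. Without the paralogs Tuba3a and Tuba3b the median of the genes with status OK was 1.99, above all random lists. Germ cells and shared reads were argued against, but the limit set by values at or near 0 in Dnmt1+/+ was not. The rise of the 10 listed genes that reached 1 RPKM leaves a biological hypothesis, de-repression where their DNA methylation is lost. It was found and tested on the same 2 libraries.

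Genes on chromosome 4 had a median log2 change of -0.55, against -0.13 for all autosomal genes. In all, 7 autosomes had medians outside all matched random lists, with chromosomes 2, 4 and 13 lower and chromosomes 6, 9, 11 and 16 higher, the last with a median of 0.18. In 6 of the 7 all 4 equal parts by gene order lay on the same side of the autosomal median, the exception being chromosome 6. No random lists were drawn for the parts. Parts of chromosome 9 (-0.090 and -0.095) and of chromosome 13 (-0.196) lay within the middle 95% of random lists for the whole chromosome. Shifts in a few regions thus stay open for chromosomes 6, 9 and 13. On chromosomes 2, 4, 11 and 16 every part lay outside that range, but random lists as small as a part would spread more widely. Regional shifts are thus not excluded there either, although all 4 parts lay on the same side of the autosomal median. Different chromosome copy numbers in the 2 lines may explain the shifts. Neighbouring genes are not independent, so the random lists understate the spread between chromosomes, and genotype and line are confounded.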

How the results depend on the processing

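Of the 86 alternatives set before the data were examined, 81 gave a value. The 5 for the number of genes more than 2-fold higher with an authors' q-value below 0.05 gave none, as no q-value was used here. These were a stricter q-value, a filter on RPKM, each symbol counted once, infinite changes left out, and autosomes only. Another 7 alternatives were chosen after seeing the data. No paired analysis was possible because there is 1 library per genotype, and for the same reason no library was left out in turn.

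The medians of lists kept their direction and their place outside the middle 95% of matched random lists under all alternatives run. The median log2 change of genes in windows with decreased H3K27me3 ranged from 0.14 to 0.64, the latter with the settings of the paper's methods combined (no filter, log2 ratio with infinite values set to log2(10), entries without a symbol included), which was added later. That of genes in windows with increased H3K27me3 ranged from -2.38 on autosomes to -0.42 with a pseudocount of 1, and that of X-linked genes from -0.39 to -0.22. The median of germline genes ranged from 0.66 with entries of status NOTEST included, an alternative added later, through 1.03 with a pseudocount of 1, to 10, the value that stands in for an infinite ratio, because many of these genes are listed at or near 0 in Dnmt1+/+. Leaving out the filter on low RPKM does not apply to that list, on which no filter was set. A mean RPKM of at least 1 says nothing about it either, since its genes were under 1 RPKM in Dnmt1+/+ and pass only by rising.

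Counts depended more on the processing. Against 952 genes more than 2-fold higher, 1475 were found without the filter on low RPKM, 1580 with a 1.5-fold threshold and, in an alternative added later, 2495 with entries without a gene symbol included. Against 1225 more than 2-fold lower, 801 were found with a pseudocount of 1, 2670 with the 1.5-fold threshold and 3377 with the entries without a symbol. The looser threshold and the wider sets raise counts by construction, and a larger pseudocount shrinks the changes of low genes. Subtracting the median change gave 1092 higher and 965 lower genes, so the share of changed genes that were higher went from 43.7% to 53.1%, and which direction was the more frequent depends on the scaling. Of HoxD genes, 1 in place of 2 was more than 2-fold higher with a mean RPKM of at least 1, because fewer genes pass that filter. The numbers of HoxA, HoxB and HoxC genes that were higher, and of imprinted genes changed in either direction, stayed within 1.5 times of their values. Taken by direction, the imprinted entries went from 5 higher and 11 lower to 9 higher and 13 lower without the filter on low RPKM, because that setting admits more genes.

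Depth limits these results through the low genes. Without read counts, a gene at a very low RPKM in one library cannot be distinguished from one listed at 0, and the fold changes of such genes depend on the pseudocount.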

Differences from the paper's values

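The number of genes more than 2-fold higher in Dnmt1-/- MEFs was 952 here, against the paper's about 580 in Fig. 5D, read by eye. The paper's number also requires a q-value below 0.05, which was not applied here. Of the alternatives set before the data were examined, a mean RPKM of at least 1 (807) and a pseudocount of 1 (783) came within 1.5 times of the paper's number. The other alternatives did not, namely a pseudocount of 0.01, the log2 ratio, no filter on low RPKM, the median change subtracted, the 1.5-fold threshold and autosomes only. Neither did the inclusion of entries without a gene symbol, which was chosen after seeing the values.

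The median log2 change of genes in windows with decreased H3K27me3 was 0.27, against the paper's about 0.5 in Fig. S5A, read by eye to within 0.1. Of the alternatives set before the data were examined, subtracting the median change (0.41) came within that reading error and the others did not. The same subtraction moved the median of genes in windows with increased H3K27me3 from -0.60 to -0.46. That is away from the paper's value of about -0.6, also read by eye. With the settings of the paper's methods combined, an alternative chosen after seeing the values, the median was 0.64.

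The paper states, without showing the data, that genes kept silent by DNA methylation, imprinted genes among them, were de-repressed in Dnmt1-/- MEFs. The list used here was not limited to imprinted genes that DNA methylation represses, so its lower entries do not contradict that statement. Of 28 listed imprinted entries, 5 were more than 2-fold higher and 11 more than 2-fold lower. Without the filter on low RPKM, 9 of 40 were higher and 13 lower. The paper shows Actb as a gene expressed in both conditions, and its RPKM was 2.15-fold higher in Dnmt1-/-.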

Other observations

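The test of the chromosome windows was chosen after the result was seen. Of the 19 autosomes, those with a lower median expression in Dnmt1-/- MEFs tended to have a larger share of their listed 100 kb windows with decreased rather than increased H3K27me3. The Spearman correlation across the 19 autosomes was -0.51 (permutation test, two-sided p = 0.0267) and the Pearson correlation -0.44 (permutation test, two-sided p = 0.0571), from 20000 permutations each. Without the 2 chromosomes farthest from the median change, they were -0.46 and -0.42. It was the only relation of this kind computed. Chromosome 4 had 66 windows with decreased and 0 with increased H3K27me3, and chromosome 13 had 51 and 0. A lower copy number of such chromosomes in the Dnmt1-/- line may contribute to both, but it cannot be told apart from other causes, because 1 of the 2 correlations does not pass 0.05 and genotype and line are confounded. It would not by itself raise the expression of genes in these windows.

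Several genes that the paper measured by other methods can be read in the mRNA-seq. Vax2 rose from 0.352 to 9.15 RPKM, Wnt10a from 0.634 to 10.3, and Hand2 was listed at 0 in Dnmt1+/+ and had 13.7 RPKM in Dnmt1-/- MEFs. The PRC2 subunits changed less than the threshold of 2-fold. Ezh2 had 47.9 RPKM in Dnmt1+/+ and 42.8 in Dnmt1-/-, Suz12 had 24.7 and 21.9, Eed had 17.6 and 16.6, and Ezh1 had 3.78 and 3.08. Trp53, for which both lines are described as null, had 18.6 and 19.9 RPKM, which does not say whether the transcript is functional. Chdh was listed at 0 in both libraries. All 22 Pcdhb entries, Pcdhb18 and Pcdhb20 included, had the status FAIL and were listed at 0, so their expression was not measured here.

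The 5 largest falls were those of Efemp1, from 154.7 to 0.00975 RPKM, Grb10, Gnai1, from 62.1 to 0.0317, AW551984, from 39.9 to 0.00466, and Slc38a4. Of these 5 genes, Grb10 and Slc38a4 are on the list of imprinted genes.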
